# Transcriptome analysis of hypoxic cancer cells uncovers intron retention in *EIF2B5* as a mechanism to inhibit translation

**DOI:** 10.1371/journal.pbio.2002623

**Published:** 2017-09-29

**Authors:** Lauren K. Brady, Hejia Wang, Caleb M. Radens, Yue Bi, Milan Radovich, Amit Maity, Cristina Ivan, Mircea Ivan, Yoseph Barash, Constantinos Koumenis

## Abstract

Cells adjust to hypoxic stress within the tumor microenvironment by downregulating energy-consuming processes including translation. To delineate mechanisms of cellular adaptation to hypoxia, we performed RNA-Seq of normoxic and hypoxic head and neck cancer cells. These data revealed a significant down regulation of genes known to regulate RNA processing and splicing. Exon-level analyses classified > 1,000 mRNAs as alternatively spliced under hypoxia and uncovered a unique retained intron (RI) in the master regulator of translation initiation, *EIF2B5*. Notably, this intron was expressed in solid tumors in a stage-dependent manner. We investigated the biological consequence of this RI and demonstrate that its inclusion creates a premature termination codon (PTC), that leads to a 65kDa truncated protein isoform that opposes full-length eIF2Bε to inhibit global translation. Furthermore, expression of 65kDa eIF2Bε led to increased survival of head and neck cancer cells under hypoxia, providing evidence that this isoform enables cells to adapt to conditions of low oxygen. Additional work to uncover *-cis* and *-trans* regulators of *EIF2B5* splicing identified several factors that influence intron retention in *EIF2B5*: a weak splicing potential at the RI, hypoxia-induced expression and binding of the splicing factor SRSF3, and increased binding of total and phospho-Ser2 RNA polymerase II specifically at the intron retained under hypoxia. Altogether, these data reveal differential splicing as a previously uncharacterized mode of translational control under hypoxia and are supported by a model in which hypoxia-induced changes to cotranscriptional processing lead to selective retention of a PTC-containing intron in *EIF2B5*.

## Author summary

Tumor hypoxia is a negative prognostic factor for many solid cancers. Cellular adaptation to hypoxia is largely mediated by widespread changes in gene expression and enables cancer cells to adjust and survive. Recently, alternative splicing has been implicated in this process. To identify biologically impactful hypoxia-responsive isoforms, we took an unbiased approach to deeply sequence RNA of normoxic and hypoxic head and neck cancer cells. This analysis identified >1,000 mRNAs as alternatively spliced under hypoxia, including a significant enrichment of alternatively spliced genes involved in adaptation to hypoxia. Most notably, we discovered a unique retained intron in the translation initiation factor *EIF2B5* that creates a premature termination codon. We show that this retained intron leads to a 65kDa truncated isoform that opposes full-length eIF2Bε to inhibit global translation and enhances survival of head and neck cancer cells under hypoxia. Strikingly, this intron and several additional hypoxia-induced retained introns were overexpressed in solid tumors relative to normal tissues. Mechanistically, we propose that intron retention under hypoxia is influenced by changes to RNA polymerase II (RNAPII) activity at weak 3′ splice sites and carry out experimental validation for the retained intron in *EIF2B5* to investigate intron retention under hypoxia.

## Introduction

Reduced availability of oxygen, or hypoxia, is a major feature of solid tumors that contributes to metastasis and resistance to therapy [1]. Tumor hypoxia occurs due to several physiological factors, such as limited diffusion of oxygen and irregular vascular structure [2]. While oxygen levels can be measured directly in tumors, there is an immediate need to develop noninvasive clinical markers of hypoxic burden in tumors. Molecular imaging markers such as pimonidazole and fluorescence-based compounds [3–5] have been developed and refined to specifically label hypoxic tumors, which allows for specific interrogation of hypoxic gene expression programs within the tumor microenvironment [6]. Hypoxia-mediated changes in expression can be dynamic and robust, impacting pathways critical to tumor development and survival, such as angiogenesis, metabolism, and macromolecular synthesis [7,8]. Consequently, there is a nearly universal negative correlation between the level of hypoxia in tumors and overall survival in patients of many solid cancers, including head and neck squamous cell carcinoma (HNSC) [9]. As such, hypoxia “metagene” expression signatures have been successfully implemented as a surrogate method to classify tumor hypoxia for HNSC and other solid malignancies, including breast and prostate cancer [10,11].

Hypoxic stress influences processing and translation of mRNAs by regulating the levels and activity of diverse factors, including Hypoxia-Inducible transcription Factors (HIFs), small noncoding RNAs and miRNAs, and RNA binding proteins (RBPs) [12–14]. For example, RBPs such as HuR and PTB bind to and regulate the stability and localization of key regulators of hypoxic response such as HIF1α [15,16] and miRNA-199a [17]. Several kinases known to phosphorylate major RBPs and splicing factors are also hypoxia responsive [18]. Consequently, alternative splicing of select target genes of HIF1α has been reported in hypoxic cells [19]. Likewise, expression of noncoding mRNA isoforms are induced under hypoxia in part due to changes in splicing [20]. Several splicing factors, including SF3B1, are up-regulated in a HIF1α-dependent manner under physiological conditions of hypoxia in cardiac myocytes [21]; however, it remains unclear precisely how mRNA splicing is regulated during periods of oxygen deprivation in cancer cells and what the resulting biological implications are. Intriguingly, regulation of splicing is frequently altered in cancer and is affected by the same signaling pathways that are differentially regulated in hypoxic tumor microenvironments [22]. Moreover, many solid cancers affected by hypoxia display widespread alterations in splicing [23].

While splicing of specific genes has been shown to be dependent on the activity of HIF1α, differences in transcription elongation are known to impact regulation of cotranscriptional splicing [24–26]. Thus, we hypothesized that hypoxia-mediated changes to the RNA processing and transcription machinery could lead to extensive differences in mRNA splicing. Hypoxia was identified to induce phosphorylation of the C-terminal domain (CTD) of RNA polymerase II (RNAPII) and was observed to enhance binding of cofactors and increase control of transcriptional activation of HIF target genes [27]. Additional findings support the theory that changes in the activity and rate of transcription elongation play a key role in the maturation and processing of mRNAs under hypoxia. Under hypoxia, there are fewer changes in RNAPII binding near gene promoters but instead an increased accumulation of RNAPII observed along gene bodies [28]. Therefore, to better understand the link between hypoxia-mediated changes to mRNA regulation and to investigate the biological role of alternative splicing in response to hypoxia in cancer, we deeply sequenced mRNA of hypoxic and normoxic HNSC SQ20B cells.

The data led to the identification of more than 1,000 transcripts affected by alternative splicing under hypoxia and revealed 3 types of mRNA splicing as specifically enriched, including an increase in retained introns (RIs) in hypoxia compared to normoxia. Strikingly, for more than 90% of genes in this category, hypoxia increased the occurrence of RIs relative to normoxia, which is a phenomenon also observed in 16 cancer types, including head and neck, colon, breast, and lung cancers [23]. We found evidence of several hypoxia-induced RIs expressed in solid tumor data, indicating that tumor hypoxia contributes to this type of splicing. Most notably, a unique RI in the master regulator of translation initiation, *EIF2B5*, was significantly overexpressed in both head and neck and kidney renal clear cell tumors relative to normal tissues in a stage-dependent manner. Here, we present compelling evidence that hypoxia leads to retention of an intron in *EIF2B5* that creates a phylogenetically conserved premature termination codon (PTC). This alternate transcript results in a truncated protein isoform of eIF2Bε predicted to lack enzymatic guanine exchange factor (GEF) activity. Remarkably, we demonstrate that the resulting truncated isoform of eIF2Bε is induced under hypoxia and provide data to show that this isoform acts in opposition to full-length eIF2Bε to inhibit protein synthesis. Cellular adaptation to hypoxia entails adjusting key metabolic processes, such as translation, to low energy due to reduced availability of oxygen [29]. Control of translation initiation specifically contributes to down-regulation of protein synthesis under hypoxia, which occurs through phosphorylation of eIF2α by hypoxia-mediated induction of the integrated stress response [30]. Here, we discover hypoxia-mediated induction of a dominant-negative isoform of eIF2Bε as a secondary method to inhibit translation and increase survival of head and neck cancer cells in periods of acute or prolonged hypoxia. We further investigated how splicing of *EIF2B5* is controlled and uncovered several factors that contributed to the hypoxia-induced RI, including a weak splice site at the intron:exon junction, hypoxia-induced expression and binding of SRSF3, and an accumulation of RNAPII specifically at the RI. Some of these findings extend to the broader class of genes with RIs under hypoxia, supportive of a mechanism by which changes to RNAPII elongation contributes to retention of introns with weak 3′ splice sites under hypoxia.

## Results

### Hypoxia-mediated changes in transcript-level expression

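SQ20B is an established human cell line derived from a squamous cell carcinoma of the larynx. Polyadenylated RNA was sequenced from 4 replicates in normoxia and 4 replicates kept in 0.5% O_2_ for 16 h. The authors aligned the reads to RefSeq hg19 with STAR and compared the conditions with Cuffdiff at the level of individual transcripts. Their deposited table lists, for each of 24812 transcripts, one FPKM value per condition over its replicates, with Cuffdiff's log2 fold change, p-value and q-value. FPKM scales the fragments assigned to a transcript by its length and by the size of the library. How Cuffdiff set the library size was not examined here, so the column sums need not be equal. The paper states an average of 170000000 uniquely aligned reads per sample. Values of single replicates and read counts were not analysed here, so no spread between replicates is given, and no test of the replicates was run in addition to Cuffdiff's. The FPKM values summed to 536005 in normoxia and 458431 in hypoxia. Among the listed transcripts, 21591 were coding (NM identifiers) and 3221 noncoding (NR identifiers). RefSeq identifiers were paired with gene symbols through the annotation of assembly GRCh38.p14, used for names only, which matched 24293 of the transcripts (97.9%), and 3 FAM86C1 transcripts were paired through S1 Table. Changes were computed here as log2((hypoxia FPKM + 0.1)/(normoxia FPKM + 0.1)). The added 0.1 lowers the change of transcripts with low FPKM. The FPKM values of all listed transcripts of a gene were added before its change was computed. Unless another limit is given, transcripts or genes with a mean FPKM of at least 0.5 over the conditions were used. The deposited q-values differed by at most 5.2e-07 from a Benjamini-Hochberg adjustment of the deposited p-values over the listed transcripts, so their adjustment covers transcripts below that limit too. The smallest p-value in the authors' deposited table was 5e-05, shared by 1212 transcripts, and the smallest q-value was 0.00102.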

The transcriptomes of normoxic and hypoxic SQ20B cells (maintained in 0.5% O_2_ for 16 h) were compared to identify expression differences at an individual mRNA transcript level. The RefSeq hg19 reference comprised of 46,017 transcript models was used for annotation. 

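Of the listed transcripts, 18190 had a mean FPKM of at least 0.5 over normoxia and hypoxia, and 5891 lay below 0.5 FPKM in both conditions. The lowest value that any listed transcript reached in its higher condition was 0.0998 FPKM. In the authors' deposited table, 2767 of the transcripts with a mean FPKM of at least 0.5 had a q-value below 0.05. Requiring a change of at least 1.5-fold in addition moved this count most, to 2104, and dropping the FPKM limit gave 3114. With at least 0.5 FPKM required in either condition in place of the mean, 2858 of 18921 transcripts were counted, and with a mean of at least 1 FPKM, 2590 of 15420. The median log2 change of all listed transcripts was -0.06, and that of the transcripts with a mean FPKM of at least 0.5 was -0.09.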

Of the 24,812 transcripts expressed in SQ20B cells, we detected 3,114 that significantly changed expression in hypoxia compared to normoxia (*P* < 0.05, false discovery rate [FDR] < 5%, Fragments Per Kilobase of transcript per Million mapped reads [FPKM] ≥ 0.5). In total, 1,519 transcripts representing 1,473 genes were induced and 1,595 transcripts expressed from 1,563 genes were repressed (FDR < 5%). 

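With a mean FPKM of at least 0.5, 1221 of the changed transcripts were induced and 1546 were repressed, so that 44.1% were induced. The induced transcripts belonged to 1160 named genes and the repressed ones to 1502, and 30 changed transcripts could not be paired with a gene symbol. Without the FPKM limit, 48.8% of the changed transcripts were induced, and the induced transcripts belonged to 1447 named genes and the repressed ones to 1547. The largest inductions by log2 change were those of NM_001258432 and NM_006096 of NDRG1, NM_001216 of CA9, NM_001265578 of FAM13A (4.55) and NM_006931 of SLC2A3 (4.27). FAM13A NM_001265578 lies on chromosome 4 of hg19 (89630940 to 89978346) and rose from 0.0867 to 4.29 FPKM, so that its change depended on the added 0.1 and was 2.28 with 1 added. SLC2A3 NM_006931 lies on chromosome 12 (8071824 to 8088892) and rose from 3.18 to 63.2 FPKM. Of the 5 largest repressions, 4 were short loci that match the mitochondrial genome over their whole length, with log2 changes from -3.31 to -3.00. The other was NM_001278324 of TROAP on chromosome 12 (49716971 to 49725514), which fell from 7.51 to 1.60 FPKM, a log2 change of -2.16.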

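A list of genes of the transcriptional response to hypoxia, fixed before the expression values were examined, held 35 genes with a mean FPKM of at least 0.5, among them PDK1, LDHA and BNIP3. Their median log2 change was 1.98, and all 35 lay above 0. To describe how far a list stands apart, its median was compared with those of 10000 random lists of genes matched on mean FPKM. The median of the hypoxia response list was above that of every matched list, and the matched lists centred on -0.16. At least 1 transcript with a q-value below 0.05 in the authors' deposited table was induced in 32 of the 35 genes. Scaling the FPKM columns to equal sums, chosen after the data were examined, moved the list's median most, to 2.20, and moved the matched lists to 0.06. A cell adhesion list of integrin, cadherin, protocadherin, laminin, claudin, desmosomal and immunoglobulin-type adhesion genes held 56 expressed genes, with a median log2 change of 0.25 against -0.08 for matched lists. Of these genes, 38 rose and 18 fell, and 13 had an induced and 3 a repressed transcript at that q-value. When genes below the FPKM limit were included, the cell adhesion list grew to 90 genes and its median was 0.30 against 0.03 for matched lists. The percentile of its median among matched lists was at least 99.99 under each filter and pseudocount that was tried and under quantile normalization.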

Pathway-based analysis identified “cell adhesion,” “response to hypoxia,” and “metabolism” among the most enriched categories for hypoxia-induced transcripts (*P* < 0.01, DAVID GO [31]). Induction of select HIF1α target genes was validated by quantitative PCR (qPCR) (S1A Fig). 

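The FPKM of VEGFA, summed over 6 transcripts, rose from 21.3 in normoxia to 43.2 in hypoxia, a log2 change of 1.02. ADM rose from 16.8 to 49.2 FPKM (log2 change 1.55), HILPDA from 16.2 to 99.0 (2.61) and ALDOC from 8.66 to 115 (3.72). CA9, on chromosome 9 of hg19 (35673915 to 35681154), rose from 0.694 to 21.6 FPKM, a log2 change of 4.77. With 1 in place of 0.1 added to each value, the change of CA9 was 3.74. Against the 500 genes nearest in mean FPKM, VEGFA lay at the 98th percentile of log2 change, ADM at the 99th, HILPDA at 99.4 and ALDOC and CA9 at 99.8. In the authors' deposited table, 3 of the 6 VEGFA transcripts had a q-value below 0.05, as did every listed transcript of the other genes.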

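Lists of genes for ribosome biogenesis, nucleosomes, RNA splicing and translation initiation were fixed by symbol before the expression values were examined. The 70 expressed genes of the ribosome biogenesis list, such as NOP, UTP and RRP genes, had a median log2 change of -0.80, and 67 of them (95.7%) fell. The 74 expressed histone genes of the nucleosome list had a median of -1.26, and 71 fell. Both medians lay below those of all matched lists, which centred on -0.14 for ribosome biogenesis and -0.22 for nucleosomes. The libraries were selected for polyadenylated RNA, so the histone values need not stand for histone transcripts without a poly(A) tail. The 97 expressed genes of the RNA splicing list (SR, HNRNP, SF3, SNRP, PRPF and LSM genes and others) had a median of -0.31 against -0.20 for matched lists, at percentile 0.44, and 82.5% fell. For translation initiation, 53 EIF genes had a median of -0.38 against -0.20, at percentile 0.12, and 81.1% fell. At least 1 transcript with a q-value below 0.05 in the authors' deposited table was repressed in 56 of the ribosome biogenesis genes, 63 of the histone genes, 26 of the splicing genes and 19 of the EIF genes. Quantile normalization moved the median of the RNA splicing list to -0.14, with 64.9% of its genes below 0, and scaling to equal FPKM sums moved it to -0.09, with 58.8%. The percentile among matched lists was then 0.21 and 0.32. For the EIF genes, quantile normalization gave a median of -0.15 with 71.7% below 0, at percentile 1.32, and scaling to equal FPKM sums gave -0.16 with 64.2% below 0.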

Repressed genes were involved in regulating processing, stability, and translation of RNAs, with “ribosome biogenesis,” “nucleosome organization,” and “RNA splicing” as highly significant ontology groups (*P* < 0.01). This included core regulators of alternative splicing, such as the major splicing factor *SF1*, several serine–arginine splicing factors (*SRSF1*, *SRSF3*, and *SRSF7)*, *SF3* genes, and many translation initiation factors, including *EIF2B* family members, *EIF5*, and *EIF6*. 

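Gene-level FPKM was summed over the listed transcripts. SRSF1, on chromosome 17 of hg19 (56078280 to 56084707), fell from 222 to 120 FPKM, a log2 change of -0.89, and SRSF7 from 106 to 59.3 FPKM, a log2 change of -0.84. Ranked by log2 change among the 500 genes nearest in mean FPKM, SRSF1 lay at percentile 7.8 and SRSF7 at percentile 6.2. SF1 fell from 13.4 to 8.89 FPKM (log2 change -0.59), and the lowest q-value of its 4 transcripts in the authors' deposited table was 0.114. Of the 9 SF3A and SF3B genes, all fell, with log2 changes from -0.83 for SF3A3 to -0.07 for SF3B1 and SF3B3. SF3A3 was the only one of them with a q-value below 0.05 in the authors' deposited table, and SF3B5 had 0.0615. The falls of SF3B1 and SF3B3 turned into rises when the FPKM values were quantile normalized (0.19 and 0.07), and those of SF3A1, SF3B1 and SF3B3 did so when the columns were scaled to equal sums (0.11, 0.15 and 0.15). Among the EIF2B genes, EIF2B3 had the largest log2 change, -0.95, from 30.2 to 15.6 FPKM, at percentile 2 of the 500 genes of similar FPKM. EIF2B1, EIF2B2 and EIF2B4 had log2 changes of -0.61, -0.31 and -0.42, and their lowest q-values in the authors' deposited table were 0.0687, 0.214 and 0.329, against 0.00264 for EIF2B3. EIF5 fell from 188 to 116 FPKM (-0.70) and EIF6 from 101 to 52.5 FPKM (-0.94), each with 1 transcript at a q-value below 0.05 in that table.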

Notably, a closer examination of genes involved in regulation of mRNA transcription, translation, and processing revealed that the clear majority of these genes were repressed under hypoxia (Fig 1A).

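S1 Data lists 45 genes for Fig 1A, and 43 of them had a summed mean FPKM of at least 0.5. CELF5 and PCBP3 lay below it. Of the 43 genes, 38 (88.4%) were lower in hypoxia and 5 were higher, and their median log2 change was -0.56. The lowest was RBM3, with a log2 change of -1.24 from 41.4 to 17.5 FPKM, and the highest was SAMD4A, with 1.45 from 6.82 to 18.8 FPKM. A change of at least 1.2-fold was found for all 43, of at least 1.5-fold for 22 and of at least 2-fold for 4. The genes of Fig 1A were more abundant than most, with a median mean FPKM of 41.4 against 9.23 for all 12107 genes, and 56.4% of all genes had a log2 change below 0. In 10000 random lists of 43 genes matched on mean FPKM, between 19 and 39 genes were lower in hypoxia, with a median of 30. The median log2 change of the Fig 1A genes lay below that of every matched list, which centred on -0.20. Median centring, quantile normalization and scaling to equal FPKM sums each left 38 genes lower and 5 higher, though the shifts from centring and equal sums were smaller than any of these changes and could not have reversed them. Including the genes below the FPKM limit gave 38 and 7. At the level of transcripts, 31 of the lower genes had a repressed transcript with a q-value below 0.05 in the authors' deposited table. An induced transcript at that q-value was found for CELF5 and for 4 of the 5 higher genes above the FPKM limit, SNRNP200 being the exception, and 9 of the 45 genes had no changed transcript. The genes were listed as differentially expressed on the same data, so these counts describe the list and are no separate test of it. Citing Fig 1A, the paper states that the clear majority of genes regulating mRNA transcription, translation and processing were repressed in hypoxia.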

**Fig 1:**
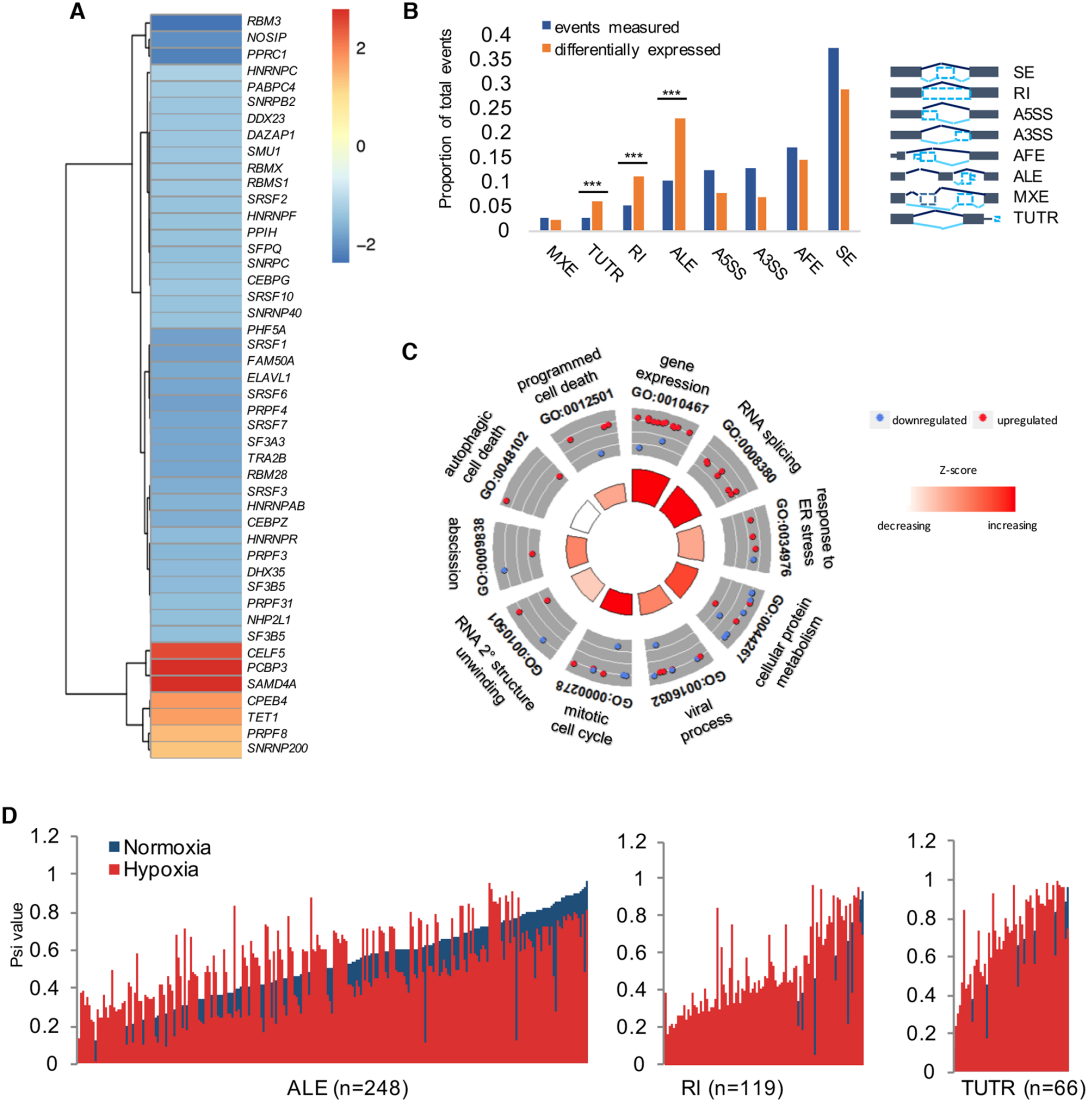
Classification of alternatively spliced mRNAs in hypoxic SQ20B cells. (A) Heatmap of RNA-processing and -splicing factors differentially expressed in hypoxia compared to normoxia (Fold-changes shown, false discovery rate [FDR] < 5%). (B) To the left, plot depicts number of events detected (blue) compared to events with significantly different expression in hypoxic compared to normoxic cells (red) (Bayes Factor ≥ 20, ΔѰ > 10%; Abbreviations: A3SS, alternative 3′ splice site; A5SS, alternative 5′ splice site; AFE, alternative first exon; ALE, alternative last exon; MXE, mutually exclusive exon; RI, retained intron; SE, skipped exon; TUTR, tandem 3′ untranslated region). Specific enrichment for changes in 3 event types are starred: ALE, RI, and TUTR (***P < 0.001, 2-sample test for equality of proportions). To right of graph, exon models of the types of splicing assessed by MISO analysis. (C) Gene ontology figure representing functional enrichment for hypoxia-induced changes in ALE, RI, and TUTR categories. (D) Percent spliced in (Psi) values plotted with hypoxia samples (red) overlaid against corresponding normoxic Psi values (blue). All supporting data used in the generation of this figure are included in S1 Data.

Variation in expression of individual transcripts of the same gene by hypoxia could be masked when analyzing expression changes at the total gene level; therefore, we used levels of individual isoforms to classify genes as hypoxia-responsive (defined as a gene with 1 or more individual transcripts detected as significantly induced or repressed, *P* < 0.05, FDR < 5%). This method uncovered 50 additional genes that may not yet be reported as hypoxia-regulated, including genes known to mediate protein localization (*SEC24B*, *ARL17A*, *PLEKHA8*, *MLPH*, *STXBP5*, *MON2*, and *EXOC1*), Mitogen-activated protein kinase kinase signaling pathway (*MAP4K3*, *DUSP22*, and *MAP3K13*), and key regulators of RNA metabolism (*ZNF519*, *JDP2*, *CTBP2*, *ZNF248*, *RBM5*, *NFAT5*, *CREB3L2*, *SMARCA1* and *ZFHX3*). 

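All 19 genes named here have more than 1 listed transcript. With the FPKM values summed per gene, 15 rose and 4 fell. JDP2 was nearly level, with 6.35 FPKM in normoxia and 6.39 in hypoxia. PLEKHA8 rose from 10.3 to 12.7 FPKM (log2 change 0.30) and CTBP2 fell from 18.5 to 14.7 FPKM (-0.33). In the authors' deposited table, 6 of the genes (PLEKHA8, MLPH, MON2, CTBP2, NFAT5 and ZFHX3) had a transcript with a q-value below 0.05, and the lowest q-values of the other 13 lay between 0.0643 and 0.0987. With a q-value limit of 0.10, chosen after the data were examined, all 19 had such a transcript.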

Consistent with the finding that transcript-level changes comprise an additional layer of hypoxia-regulated expression changes, only approximately 3% of genes that expressed multiple isoforms in SQ20B cells have been reported to be transcriptionally controlled by HIF binding at hypoxia-responsive elements (HRE) [32], suggesting an HRE-independent mode of regulation. This is not surprising, as regulation of transcription and mRNA splicing are observed to be distinct processes that impact different subsets of genes [33].

Next, we focused on those genes that expressed more than 1 transcript in SQ20B cells to assess changes in patterns of isoform expression. 

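With expression defined as a mean FPKM of at least 0.5, 3753 genes had more than 1 expressed transcript. Of these genes, 676 (18.0%) had at least 1 transcript with a q-value below 0.05 in the authors' deposited table, and the changed transcripts of these genes numbered 751. The definition of an expressed transcript moved these counts. With any transcript listed above 0 FPKM counted as expressed, 5324 genes had more than 1 transcript, and 920 of them had 997 changed transcripts. With a mean FPKM of at least 1, there were 2990 genes, 536 of them with 608 changed transcripts.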

Altogether, of the 5,418 genes identified to express >1 transcript, 937 of these genes showed hypoxia-induced changes in expression of 1,015 transcripts (*P* < 0.05, FDR < 5%). 

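Among the genes with more than 1 transcript at a mean FPKM of at least 0.5 and a changed one, 606 had a single changed transcript and 70 had more than 1. The 70 genes were 10.4% of those with a changed transcript and 1.87% of all genes with more than 1 expressed transcript. In none of the 70 did changed transcripts move in opposite directions. When every listed transcript above 0 FPKM was counted, 72 genes had more than 1 changed transcript, which was 7.83% of those with a changed transcript and 1.35% of all genes with more than 1. When a mean of at least 1 FPKM was required, the first share was 12.5%. In the authors' deposited table these calls rest on 1 test per transcript, and no test of a difference between transcripts of the same gene was run here.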

Most these genes contained a single hypoxia-responsive isoform; only 8% of genes that expressed multiple transcripts showed more than 1 isoform that significantly changed expression in hypoxia. The isoform-level changes in expression were validated for select genes that displayed differential expression of isoforms predicted to have different biological functions (S1B Fig). Hypoxia selectively induced the *MXI1* isoform, which codes for the shortest protein isoform that would lack 46 amino acids at the N-terminus compared to full-length isoforms. This difference was determined to alter the ability of the truncated protein to antagonize N-Myc activity and impact cell proliferation [34]. 

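MXI1 lies on chromosome 10 of hg19 (111967363 to 112047123), and 3 of its transcripts were listed. NM_130439, which has the fold change that S1 Data gives for the first isoform, rose from 0.635 to 11.2 FPKM. Its log2 change was 3.94, a 15.4-fold rise, and its share of the summed MXI1 FPKM went from 5.28% in normoxia to 22.4% in hypoxia. NM_001008541 rose 4.43-fold and remained the most abundant, with 54.4% of the summed FPKM in normoxia and 58.6% in hypoxia. NM_005962 rose 1.95-fold while its share fell from 40.3% to 19.0%. In the authors' deposited table, NM_130439 and NM_001008541 both had a q-value of 0.00102 and NM_005962 had 0.106. The standard error implied by Cuffdiff's test statistic was 1.28 on the log2 scale for NM_130439, 0.51 for NM_001008541 and 0.77 for NM_005962. All 3 transcripts thus increased, by different amounts, and the difference between them was not tested. The protein lengths of these transcripts were not checked here, so none of them is matched to the shortest protein that the paper describes.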

Likewise, the isoform of *NDRG1* that exhibited the strongest induction arises from an alternative transcription start site, which leads to 66 fewer amino acids and exclusion of a proteolytic cleavage site that remains in the other two isoforms of *NDRG1*. 

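NDRG1 lies on chromosome 8 of hg19 (134249414 to 134309547), with 3 listed transcripts. NM_001258432 had the largest change, a 62.4-fold rise (log2 change 5.96) from 1.81 to 119 FPKM, and NM_006096 rose 40.6-fold (log2 change 5.34) from 4.35 to 180 FPKM. NM_006096 remained the more abundant, with 60.1% of the summed NDRG1 FPKM in hypoxia against 39.6% for NM_001258432. NM_001135242 was listed at 0.0289 FPKM in normoxia and 0.739 in hypoxia, a 6.51-fold rise with 0.1 added and 25.6-fold with nothing added. The q-values in the authors' deposited table were 0.0367 for NM_001258432 and 0.605 for NM_001135242. Implied standard errors on the log2 scale were 1.20 for NM_001258432 and 0.66 for NM_006096. The difference between their log2 changes was smaller than either value and was not tested. The summed FPKM of NDRG1 rose from 6.19 to 300.0.

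**Figure D1:**
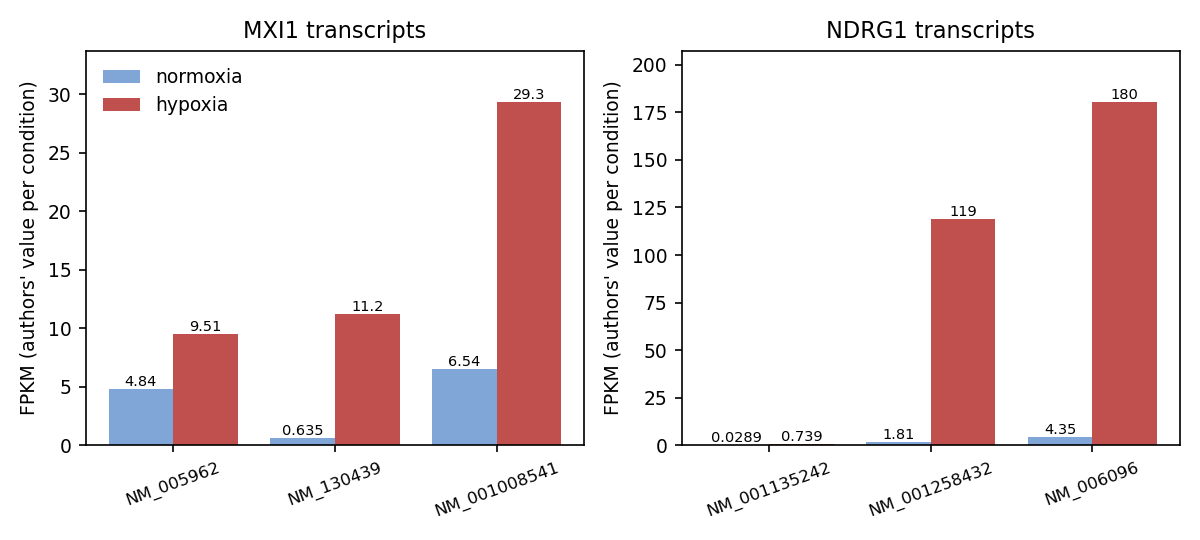
FPKM of each listed transcript of MXI1 (left) and NDRG1 (right) in normoxia (blue) and hypoxia (red); each bar is the authors' single value per condition, so no error bars are drawn. All 6 transcripts were higher in hypoxia, and NM_001008541 of MXI1 and NM_006096 of NDRG1 had the highest FPKM in both conditions.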

Transcripts of 2 additional genes, *NEK6* and *FAM86C1*, were validated as being selectively repressed under hypoxic conditions (S1C Fig).

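NEK6 lies on chromosome 9 of hg19 (127019885 to 127114719). Its NM_001166170 transcript was listed at 0.659 FPKM in normoxia and 0.000403 in hypoxia, a log2 change of -2.92 with 0.1 added to each value. NM_001166168, which carried 94.1% of the summed NEK6 FPKM in normoxia and 98.4% in hypoxia, rose with a log2 change of 0.63, and NM_001166171 with 0.65. The q-values in the authors' deposited table were 0.591 for NM_001166170, 0.0107 for NM_001166168 and 0.933 for NM_001166171. FAM86C1 lies on chromosome 11 (71498557 to 71524905), and all 3 of its listed transcripts were lower in hypoxia. NM_152563 fell from 2.78 to 1.23 FPKM (log2 change -1.11) and was the only one of them with a q-value below 0.05 in the authors' deposited table, 0.00102. NM_001099653 fell from 0.257 to 0.0784 FPKM (-0.998), and NM_018172 from 0.120 to 4.15e-06 (-1.14), and the q-value of each was 0.636 in that table. FPKM values this near 0 depend on how Cufflinks shares reads between overlapping transcripts, and the read counts behind them were not analysed here.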

### Functional classification of changes in alternative splicing

We reasoned that hypoxia-responsive isoforms predicted to carry out different functions than isoforms expressed in normoxia would be the most biologically impactful changes that warranted further study. Therefore, we used the program MISO [35] to carry out an additional exon-level approach to identify changes in gene structure based on 8 annotated categories of alternative splicing. Hypoxia led to a change in expression for 1,103 alternatively spliced loci representing 819 unique genes (Fig 1B, ΔPsi > 10%, Bayes Factor > 20). Notably, there was a significant comparative enrichment for hypoxia-induced changes in 3 specific event types: expression of alternate last exons (ALEs), RIs, and tandem 3′ UTRs (TUTR) (Fig 1B). For the genes in these 3 splicing categories, gene ontology revealed processes central to hypoxic adaptation as significantly enriched, including “cellular protein metabolism,” “programmed cell death,” and “gene expression” (Fig 1C, DAVID GO, *P* < 0.05, S1 Data). Remarkably, nearly 90% of the genes in the RI category displayed increased retention of introns in hypoxic compared to normoxic cells (Fig 1D). Among these genes was *ANKZF1*, a gene implicated in mitochondrial and endoplasmic reticulum-associated protein degradation [36,37], the translation initiation factor *EIF2B5*, *TGFB1*, and the metionyl-TRNA synthetase, *MARS*. The RIs in these genes were validated by PCR using primers spanning the intron junction and cDNA prepared from oligo-dT–selected mRNA (Fig 2A–2D, S2 Fig).

**Fig 2:**
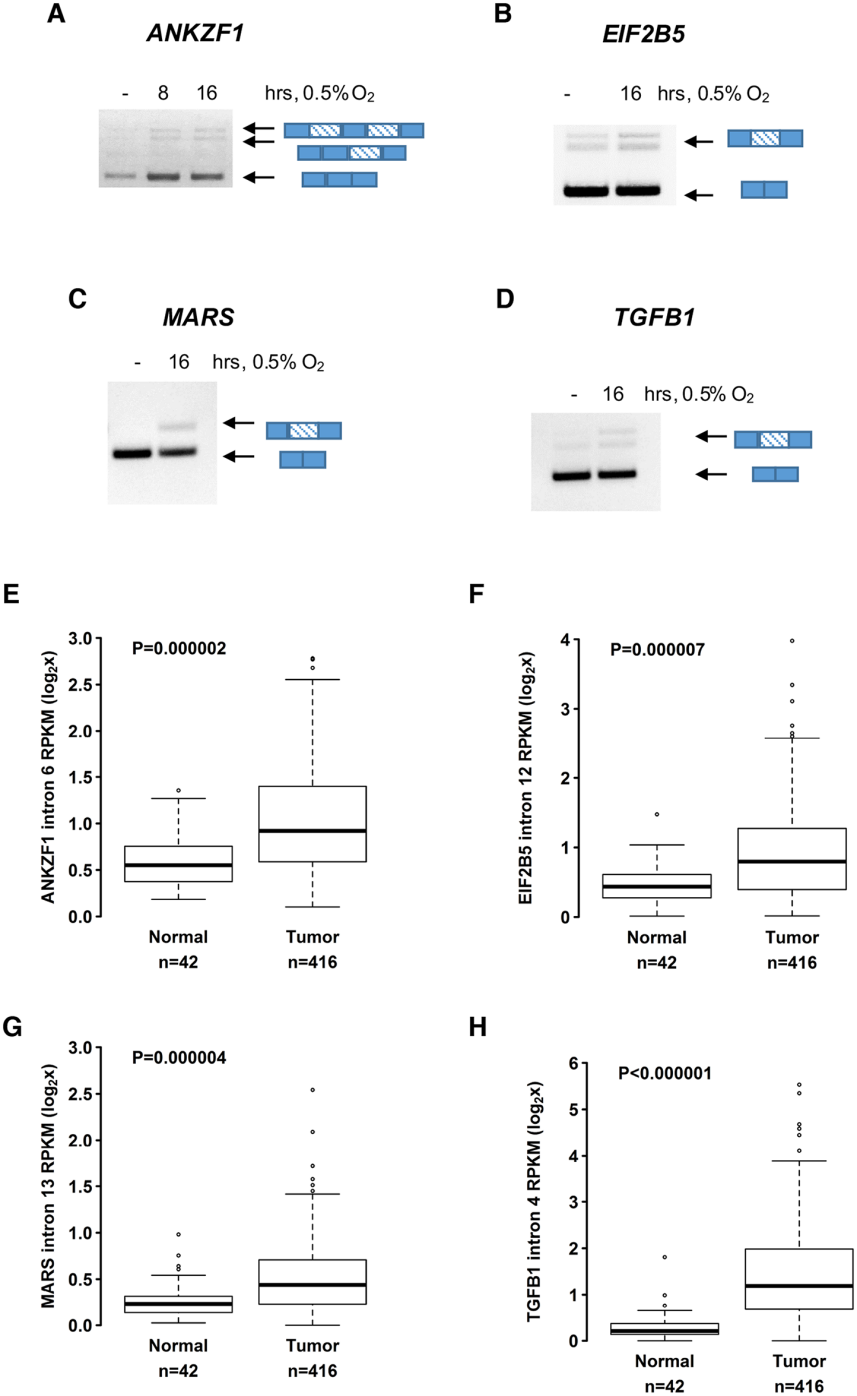
Hypoxia-induced retained introns (RIs) for several genes are confirmed by PCR and expression analysis of head and neck tumors. For each panel, PCR validation of intron retention events using cDNA prepared from oligo-dT–selected mRNA treated with DNAse enzymes is shown. Genes include (A) *ANKZF1*, (B) *EIF2B5*, (C) *MARS*, and (D) *TGFB1*. Diagrams beside gel images of PCR products depict gene locus models with exons as solid blue and introns as striped rectangles. For each gene, expression analysis for HNSC tumor and matched normal tissue data is shown below—(E) *ANKZF1*, (F) *EIF2B5*, (G) *MARS*, and (H) *TGFB1*. Data used in the generation of this figure are included in S1 Data.

To confirm expression of these hypoxia-induced introns in additional datasets and determine if they were expressed in patient samples, we interrogated The Cancer Genome Atlas (TCGA) and analyzed expression solid tumors known to be affected by hypoxic fractions [38–40]. This analysis validated increased expression of the hypoxia-induced RIs for *ANKZF1*, *EIF2B5*, *MARS*, and *TGFB1* in HNSC tumors relative to matched normal tissues (Fig 2E–2H). The extended analysis of additional cancer types confirmed significantly increased expression of these hypoxia-induced RIs for 2 types of renal carcinoma, as well as lung, liver, and prostate cancers (S3 Fig).

Intron 12 of *EIF2B5* showed a strong stage-dependent increase in expression for both head and neck and kidney renal clear cell carcinomas (KIRC) (Fig 3A and 3B). This trend was even more apparent with HNSC patients in late-stage disease, with some individuals exhibiting nearly 8-fold increased expression of intron 12 compared to controls (Fig 3A). These data suggest hypoxia-induced retention of *EIF2B5* intron 12 may result in meaningful biological effects and encouraged us to examine the functional impact of this RI.

**Fig 3:**
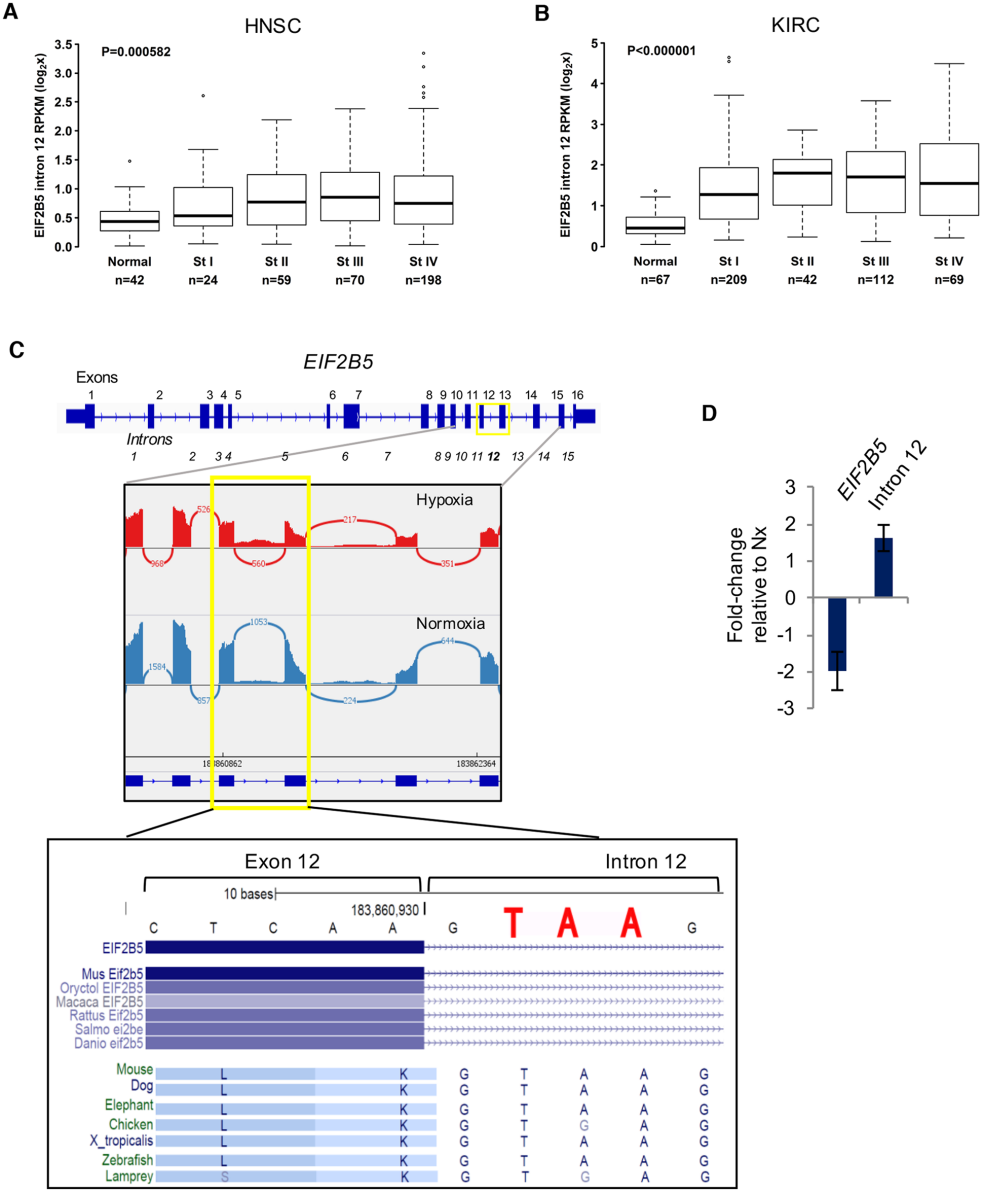
The clinical and biological relevance of a hypoxia-induced retained intron in *EIF2B5*. (A) Expression of *EIF2B5* intron 12 was measured in head and neck squamous cell carcinoma (HNSC) tumors compared to matched normal tissues and reported according to disease stage. (B) Expression of *EIF2B5* intron 12 was measured in kidney renal clear cell carcinoma (KIRC) tumors compared to matched normal tissues and reported according to disease stage. (C) Upper: Gene model of *EIF2B5*, with sashimi plot of normalized RNA-Seq reads for representative matched hypoxia and normoxia samples (plot created using Integrative Genome Viewer). Lower: UCSC Genome Browser Vertebrate Conservation track reveals a conserved stop codon (TAA or TGA) that remains in frame upon retention of intron 12. (D) Real-time quantitative PCR performed with isoform-specific primers. Data are presented as average of 3 independently conducted experiments, with error bars reported as SEM. All supporting data used to create this figure can be found in S1 Data.

The RI in *EIF2B5* stood out as the strongest candidate for functional studies for several additional reasons: (a) hypoxia led to a >40% increase in retention of intron 12 in a background of an overall 2-fold decrease in total expression of *EIF2B5* (ΔѰ = 0.44, Bayes Factor > 20); (b) the retention occurred specifically at a single locus of *EIF2B5*; and (c) retention of intron 12 creates a PTC that remains in frame with the coding sequence (Fig 3C). 

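EIF2B5 was listed with 1 transcript, NM_003907, which spans positions 183852810 to 183863099 of chromosome 3 in hg19. Its FPKM fell from 23.6 in normoxia to 15.4 in hypoxia, a log2 change of -0.61 or 1.53-fold lower. The standard error implied by Cuffdiff's test statistic was 0.31, and the q-value in the authors' deposited table was 0.00186. Among the 500 genes nearest in mean FPKM, its log2 change lay at percentile 10.2. No transcript with intron 12 retained was listed, so this value covers all EIF2B5 RNA assigned to the spliced model. In the GRCh37 annotation its transcript has 16 exons and encodes 721 codons. Intron 12 is 299 bp long (183860931 to 183861229). It lies between exon 12 of 91 bp (183860840 to 183860930) and exon 13 of 124 bp (183861230 to 183861353), which is followed by intron 13 of 533 bp and exon 14 of 126 bp (183861887 to 183862012). The RIP primers for exon 12 and exon 13 match inside those exons, and the int12 primer pair and both intron 12 siRNAs of S1 Table match inside intron 12. The EIF2B5 primers that S1 Table lists for the retained intron had no uninterrupted match on chromosome 3, and neither did those for total EIF2B5; a primer across an exon junction would have none.

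**Figure D2:**
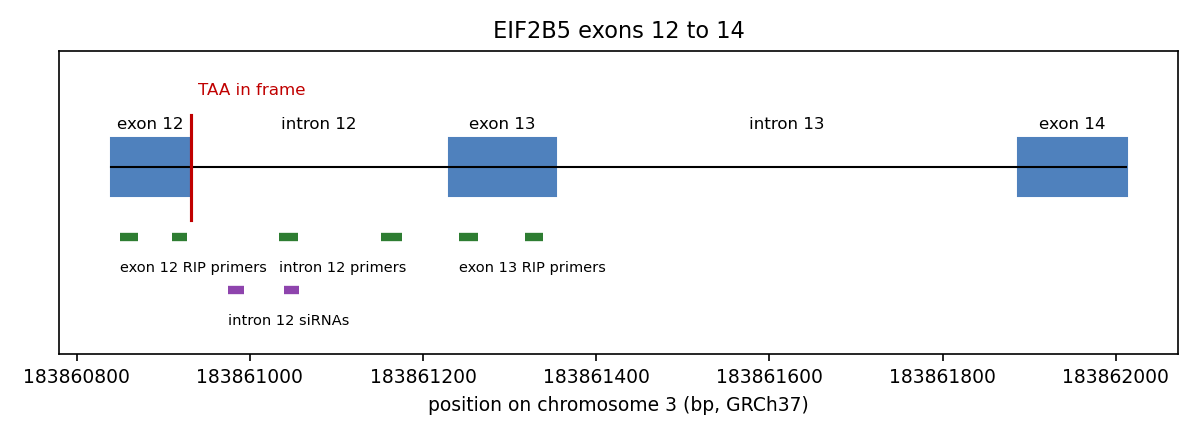
Map of EIF2B5 exons 12 to 14 along chromosome 3 (position in bp, GRCh37), with exons as blue boxes, the in-frame TAA as a red line, primer matches in green and siRNA matches in purple, drawn to scale. The TAA sits at the start of intron 12, and both siRNAs match within the intron.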

The genomic locus around the PTC is highly conserved, even among lower organisms. 

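The reference sequence across the end of exon 12 and the start of intron 12 of EIF2B5 is ACTCTCTCAAGTAAGAGCAGCCCCTCCCTG on chromosome 3 of GRCh37, where the intron begins with GTAAGA. The TAA lies at intron positions 2 to 4 (183860932 to 183860934). Read in frame from exon 12, it is codon 583, after 582 codons. If intron 12 alone is retained, 419 bases lie between this stop codon and the end of exon 13. Of the 15 introns of EIF2B5, 2 begin with GTAAG and 1 begins with GTRAGT, where R is A or G. Introns 1, 5, 6, 7, 8, 10, 11, 13 and 14 hold TGA at positions 2 to 4, reading frame not considered. Intron 13 begins with GTGAGC.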

Intriguingly, this stop codon is part of the 5′ splice site consensus sequence “GURAGU,” where URA can be either UAA or UGA (both of which would create a stop codon). This suggests a strong evolutionary pressure to preserve an early termination precisely at this location, where inclusion of the PTC may be influenced through regulation of splice site choice.

Increased expression of *EIF2B5*_intron12 was further confirmed by qPCR using intron-specific primers in a reaction with cDNA prepared from oligo-dT–selected mRNA (Fig 3D). Additionally, a deeper analysis of changes in splicing of *EIF2B5* was carried out to closely examine inclusion of intron 12 and to validate the occurrence of this RI using another method; the software package MAJIQ [41] was used to assess local splicing variation in *EIF2B5* for annotated and de novo splice events. A hypoxia-induced increase in expression of intron 12 was confirmed using this approach (S4 Fig), but additional sites of local splicing variation did not show significant (>20%) hypoxia-influenced changes.

### Retention of intron 12 in *EIF2B5* leads to a truncated protein isoform

Computational analyses approximate up to 20%–35% of alternatively spliced transcripts could contain PTCs and become targets of nonsense-mediated decay (NMD) [42,43]; however, in cases where NMD is inhibited, transcripts can be stabilized and subsequently translated into truncated proteins [44]. Moreover, NMD surveillance typically recognizes stop codons as premature if the stop occurs more than 50 nucleotides upstream of a splice junction [45]. Due to the unusual nature of this intron retention event and the role of hypoxia in suppressing NMD in an eIF2α phosphorylation-dependent manner [46], we predicted that this isoform would not be subject to NMD but would rather be translated into a truncated protein (Fig 4A). Consistent with this hypothesis, the MAJIQ splicing analysis of *EIF2B5* revealed a 40%–50% decrease in expression of remaining exons following intron 12 (S4 Fig). These data support the notion that transcripts that retain intron 12 and the subsequent PTC would undergo read-through of intron 12 into intron 13, resulting in a reading frame for a truncated protein variant. Indeed, we observed induction of a 65kDa protein isoform of eIF2Bε under various conditions of hypoxia consistent with the predicted PTC inserted upon retention of intron 12 (Fig 4B). Induction of phospho-eIF2α was used as a marker for hypoxia in these experiments (Fig 4B). To further test whether this 65kDa protein detected in the immunoblot was indeed a truncated isoform of eIF2Bε, we used small interfering RNA (siRNA) to specifically target the entire *EIF2B5* gene or intron 12 alone. Using this approach, we observed a substantial reduction in the levels of the 65kDa isoform under both conditions (Fig 4C, S5A Fig). We additionally observed hypoxia-induced expression of 65kDa eIF2Bε in the colorectal cancer cell line RKO (Fig 4D), demonstrating that this is not a cell-line specific event. Moreover, ultraviolet (UV) radiation (Fig 4E), but not thapsigargin-induced endoplasmic reticulum (ER) stress (S5B Fig), also led to induction of the truncated eIF2Bε, suggesting that expression of this isoform is induced by specific cell stresses. Furthermore, whole-cell lysates were isolated from hypoxic SQ20B cells, and proteins migrating at 80kDa and 65kDa were subjected to liquid chromatography tandem mass spectrometry (LC-MS/MS). Peptides corresponding to eIF2Bε were detected in both the 80kDa and 65kDa size analytes. The peptides corresponding to the 65kDa-sized isoform of eIF2Bε were located near the N-terminus or middle of the eIF2Bε sequence, consistent with a C-terminal truncation (Fig 4F). To additionally rule out that expression of the band migrating at 65kDa is a degradation product or may occur due to proteolytic cleavage, we used a plasmid to express a version of eIF2Bε with a C-terminal FLAG-tag in SQ20B cells and exposed these cells to UV radiation. If the tagged eIF2Bε were to undergo proteolytic cleavage, we predicted to observe a 15kDa band reactive to FLAG-tag antibody in addition to the 65kDa band reactive against eIF2Bε antibody in UV-treated cells. This experiment did not show evidence of the 15kDa tagged proteolytic cleavage product (S5C Fig). Finally, we carried out an experiment to test for the involvement of NMD in leading to the expression of truncated eIF2Bε. Although NMD is known to be inhibited in conditions of oxygen deprivation [46], NMD and alternative splicing are coupled processes, which can lead to alternative PTC-containing transcripts that ultimately become targets of NMD [47]. To rule out any major contribution of NMD in leading to expression of 65kDa eIF2Bε, we used siRNA to knock down expression of UPF1. UPF1 is a necessary component of the SURF complex, which is required for NMD [48,49]. This experiment failed to produce an increase in expression of the truncated protein (S5D Fig), further supporting the notion that this isoform occurs due to alternative splicing.

**Fig 4:**
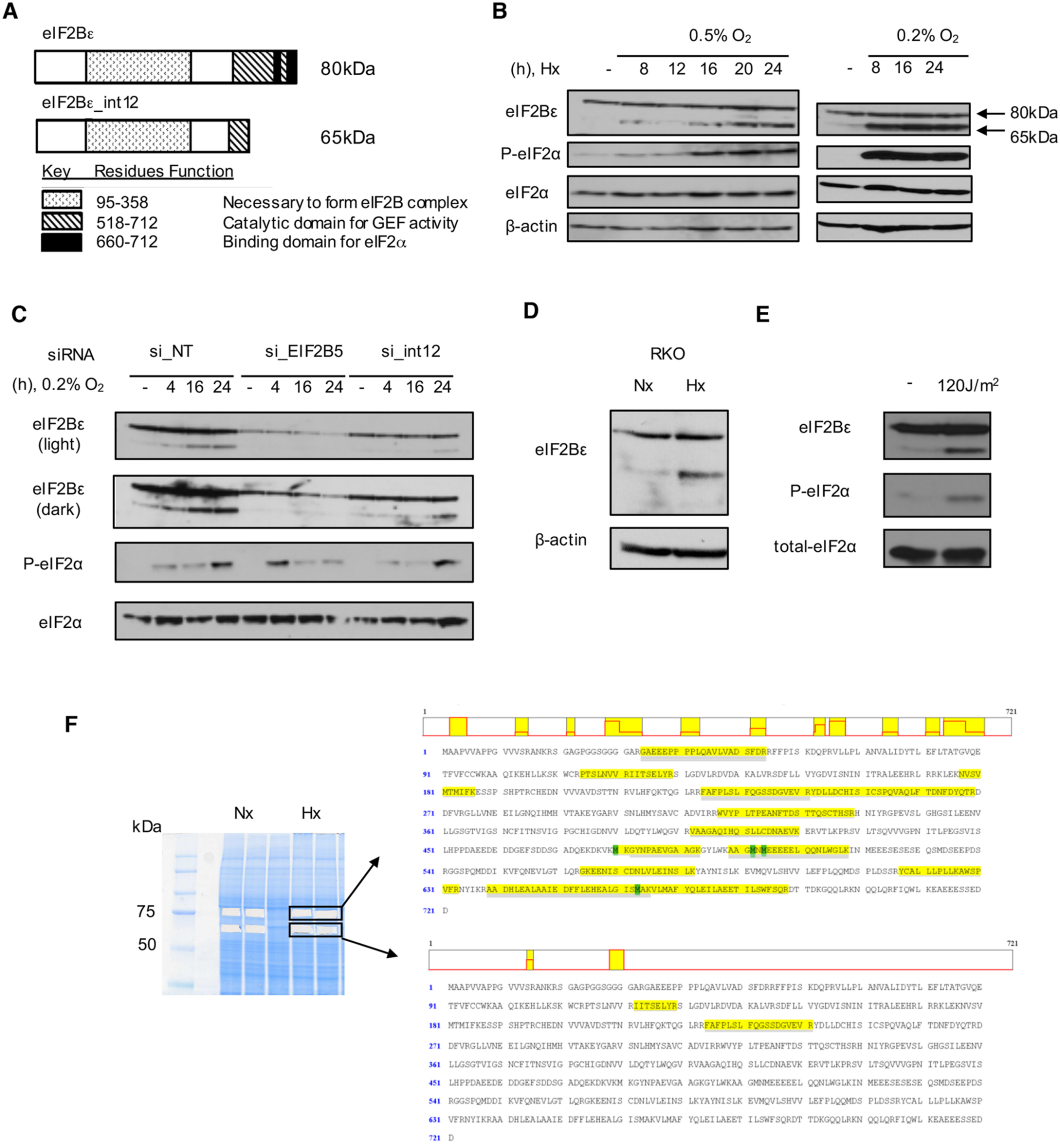
Retention of intron 12 leads to a 65kDa isoform of eIF2Bε. (A) Protein model of observed isoforms of eIF2Bε. (B) Immunoblot shows induction of a 65kDa isoform of eIF2Bε in SQ20B cells maintained for various periods in 0.5% or 0.2% O_2_. (C) Knock-down of eIF2Bε with siRNA targeting the whole gene or intron 12 reduces expression of the 65kDa isoform in normoxic and hypoxic (0.2% 0_2_) SQ20B cells. Abbreviation: NT, non-targeting control siRNA. (D) Hypoxia (16h, 0.5% O_2_) in a colon cancer cell line, RKO, leads to induction of 65kDa eIF2Bε. (E) Immunoblot of SQ20B cells collected 4h after exposure to ultraviolet (UV). (F) Protein sequence of eIF2Bε with peptides identified from liquid chromatography tandem mass spectrometry (LC-MS/MS) sequencing highlighted in yellow (shown to right). Analysis was carried out from gel-purified bands (shown left) corresponding to approximately 80kDa (top) and 65kDa (lower), which contained peptides of full-length eIF2Bε and a truncated isoform of eIF2Bε, respectively.

### Search for *-cis* and *-trans* regulators of alternative splicing of *EIF2B5*

To identify potential regulators mediating retention of intron 12 in *EIF2B5*, we utilized the AVISPA tool [50] to carry out a splicing-relevant sequence feature analysis of the locus encompassing *EIF2B5* exons 12–14. The nonmotif analysis revealed a relatively short distance to the nearest AG dinucleotide upstream of exon 13, as well as relatively unstructured RNA immediately downstream of exon 13 (Fig 5A). 

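The 3′ end of intron 12 reads GGCCCTGGTGTCACCCCAGTCTCCCCACAG in the GRCh37 reference, up to the last base before exon 13 at position 183861230 of chromosome 3. The nearest AG upstream of the acceptor AG lies 11 bases from it. This was the shortest such distance but one among the 15 introns of EIF2B5, after intron 7 with 4 bases, and the median of the 15 was 24 bases. Of the 20 bases before the acceptor AG, 75% are pyrimidines.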

Both features indicate weakened splicing potential of exon 13 [51,52]. The motif analysis revealed sequence motifs, such as potential RBP binding motifs, which could be important for regulating splicing of the locus (Fig 5B). Notably, these sequence features were not identified in a search of additional loci within *EIF2B5*. As a control, we used AVISPA to predict the occurrence of alternative splicing in 4 additional exon triplets within *EIF2B5* (exons 6–8, 7–9, 8–10, and 9–11). These loci were not predicted to be alternatively spliced. Altogether, these results suggest that alternative splicing is significantly more likely to occur at the intron 12 locus compared to the control loci tested.

**Fig 5:**
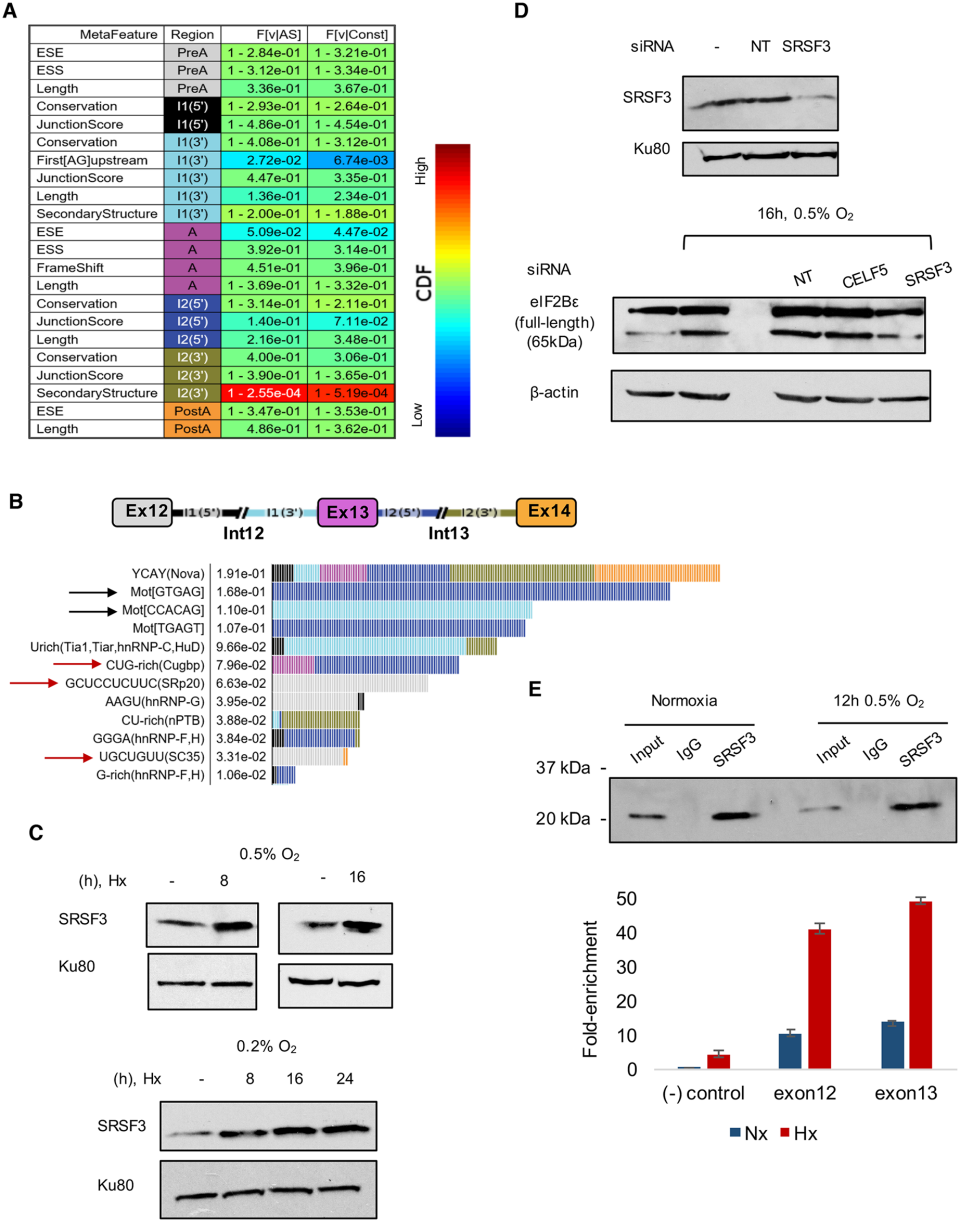
Analysis of RNA binding factor motifs and regulatory sequence features at the *EIF2B5* intron12 locus. (A) A nonmotif analysis of other sequence features influencing splicing of *EIF2B5* exons 12–14. These were data generated using AVISPA [50]. (B) Splicing factor motifs determined to have the largest effects on regulation of the *EIF2B5* exons 12–14 are shown, with color-coded gene map above and predicted regulatory sites shown below with feature effect value. Black rows highlight a predicted weak splice site before exon 13 and an alternate GTGAG splice site after exon 13. Red arrows signify splicing factors observed as hypoxia-responsive in RNA-Seq data. (C) Immunoblot of SQ20B lysates to assess expression of SRSF3 protein under hypoxia. Nx = normoxia, Hx = 16 h 0.5% O_2_ hypoxia. (D) Upper: Immunoblot analysis of knock-down efficiency of SRSF3 in SQ20B cells. Lower: Immunoblot of lysates collected from SQ20B cells treated with 50 nM siRNA under 16 h 0.5% O_2_ hypoxia. (E) Upper: Immunoblot results from immunoprecipitation of SQ20B lysate with SRSF3 antibody in normoxic and hypoxic cells. Rabbit IgG was used as a control. Lower: Reverse transcription quantitative PCR (RT-qPCR) analysis of RNA isolated from the immunoprecipitation with SRSF3 using primers for negative (-) control (a region of GAPDH predicted to contain no binding of SRSF3) and primers for the 2 exons flanking *EIF2B5* intron12 predicted to have SRSF3 binding. Additional data used in the generation of this figure are included in S1 Data.

The motif analysis also identified potential *trans* regulators with binding sites within this locus predicted to regulate splicing of this region, including *NOVA*, *HNRNPC*, and members of the CUGBP Elav-Like Family (CELF), as well as Ser/Arg-rich splicing factor 3 (*SRP20*, AKA *SRSF3*), *HNRNPG*, *NPTB*, *HNRNPF*, and Ser/Arg-rich splicing factor 2 (*SC35*, AKA *SRSF2*) (Fig 5B). 

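Summed over their listed transcripts, SRSF2 fell from 216 to 151 FPKM (log2 change -0.52), HNRNPC from 428 to 347 FPKM (-0.30), HNRNPF from 235 to 164 FPKM (-0.52) and RBMX from 230 to 168 FPKM (-0.45). Against the 500 genes nearest in mean FPKM, these changes lay at percentiles 26.2, 50.6, 25.4 and 32.8. In the same order, quantile normalization gave log2 changes of -0.23, -0.03, -0.24 and -0.16. Scaling to equal FPKM sums gave -0.29, -0.08, -0.30 and -0.23, so HNRNPC was nearly level under both. In the authors' deposited table, 1 of the 3 SRSF2 transcripts (q-value 0.00858), 1 of the 5 HNRNPF transcripts (0.0305) and 1 of the 4 RBMX transcripts (0.0480) had a q-value below 0.05. None of the 4 HNRNPC transcripts did, and their lowest q-value in the authors' deposited table was 0.162.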

Interestingly, several of the splicing factors predicted to have the greatest impact on regulation of this locus also changed expression under hypoxia, including *SRSF2*, *SRSF3*, *HNRNPC*, *HNRNPF*, and *RBMX* (AKA *HNRNPG*), which were repressed at the mRNA level, and *CELF5* (a member of the CELF family), which was induced (Fig 1A, FC ≥ |1.2|, FDR < 5%). 

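SRSF3, on chromosome 6 of hg19 (36562090 to 36572244), fell from 249 to 152 FPKM over its 2 listed transcripts, a log2 change of -0.71 or 1.63-fold lower, and lay at percentile 13.2 of the 500 genes nearest in mean FPKM. Its coding transcript NM_003017 was 1.80-fold lower, and its noncoding transcript NR_036610 changed by 0.21 on the log2 scale. CELF5, on chromosome 19 (3224701 to 3297073), was listed with 1 transcript at 0.0502 FPKM in normoxia and 0.130 in hypoxia, below the limit of 0.5 FPKM in both conditions. Its change was 1.53-fold (log2 change 0.61) with 0.1 added to each value and 2.59-fold with nothing added. The q-value of CELF5 in the authors' deposited table was 0.00698. Its implied standard error of 0.74 belongs to the log2 fold change of 1.37 in that table, computed with nothing added.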

Upon closer examination of these splicing factors, we focused in on SRSF3 and CELF5 as prime candidates to test as regulators of *EIF2B5* splicing, due to a large number of binding sites near the intron12:exon13 junction (S6A Fig) and the fact that these factors showed >2-fold changes in mRNA expression under hypoxia.

We next assayed for changes in protein expression of these splicing factors in hypoxic cells and observed a reproducible hypoxia-induced increase in SRSF3 protein (Fig 5C, S6B Fig) and a modest decrease in expression of CELF5. To test for their requirement in the splicing of *EIF2B5* and production of the resulting 65kDa protein isoform, we used siRNA to knock-down expression of these factors and assayed for changes in expression of 65kDa eIF2Bε. Upon knockdown of SRSF3, we saw a concurrent disappearance in the expression of the 65kDa isoform of eIF2Bε in conditions of normoxia or hypoxia (Fig 5D), while siRNAs against other RBPs, such as CELF5, did not display the same effect (S6C and S6D Fig). RNA immunoprecipitation assays were next carried out to confirm a direct interaction between SRSF3 protein and *EIF2B5* RNA. The data showed enrichment of SRSF3 at both exons flanking *EIF2B5*_intron12 (Fig 5E), validating the predicted binding sites observed in other systems (S6A Fig). Furthermore, binding of SRSF3 was increased in hypoxic cells relative to normoxic cells, providing additional support for the role of SRSF3 in regulating hypoxia-induced retention of intron 12.

### Hypoxia-mediated changes in regulation of RNAPII may influence retention of *EIF2B5* intron 12

In addition to the influence of sequence elements, mRNA splicing is a co-transcriptionally regulated process which is impacted by coordination of RNAPII. Phosphorylation of the CTD of RNAPII is known to impact the rate of transcriptional elongation, pausing, and the relative rate of splicing [53,54]. Therefore, we assayed for changes in phosphorylation of the CTD of the largest subunit of RNAPII in HNSC cells. Surprisingly, we saw a large (>10-fold) and reproducible increase in levels of phosphorylation at serine 2 residues and a concomitant decrease in phosphorylation of serine 5 and 7 residues of the CTD in hypoxic cells compared to normoxic controls (Fig 6A, S7 Fig). Interestingly, accumulation of the phospho-Ser2 form of RNAPII has been associated with RIs compared to constitutively spliced introns [55]. To assay for changes in binding of total and phospho-Ser2 RNAPII, we next used chromatin immunoprecipitation followed by qPCR. We observed a significant hypoxia-induced enrichment in both forms of RNAPII at intron 12 but did not detect the same enhanced binding at another nearby intron of *EIF2B5* that did not undergo intron retention under hypoxia (Fig 6B).

**Fig 6:**
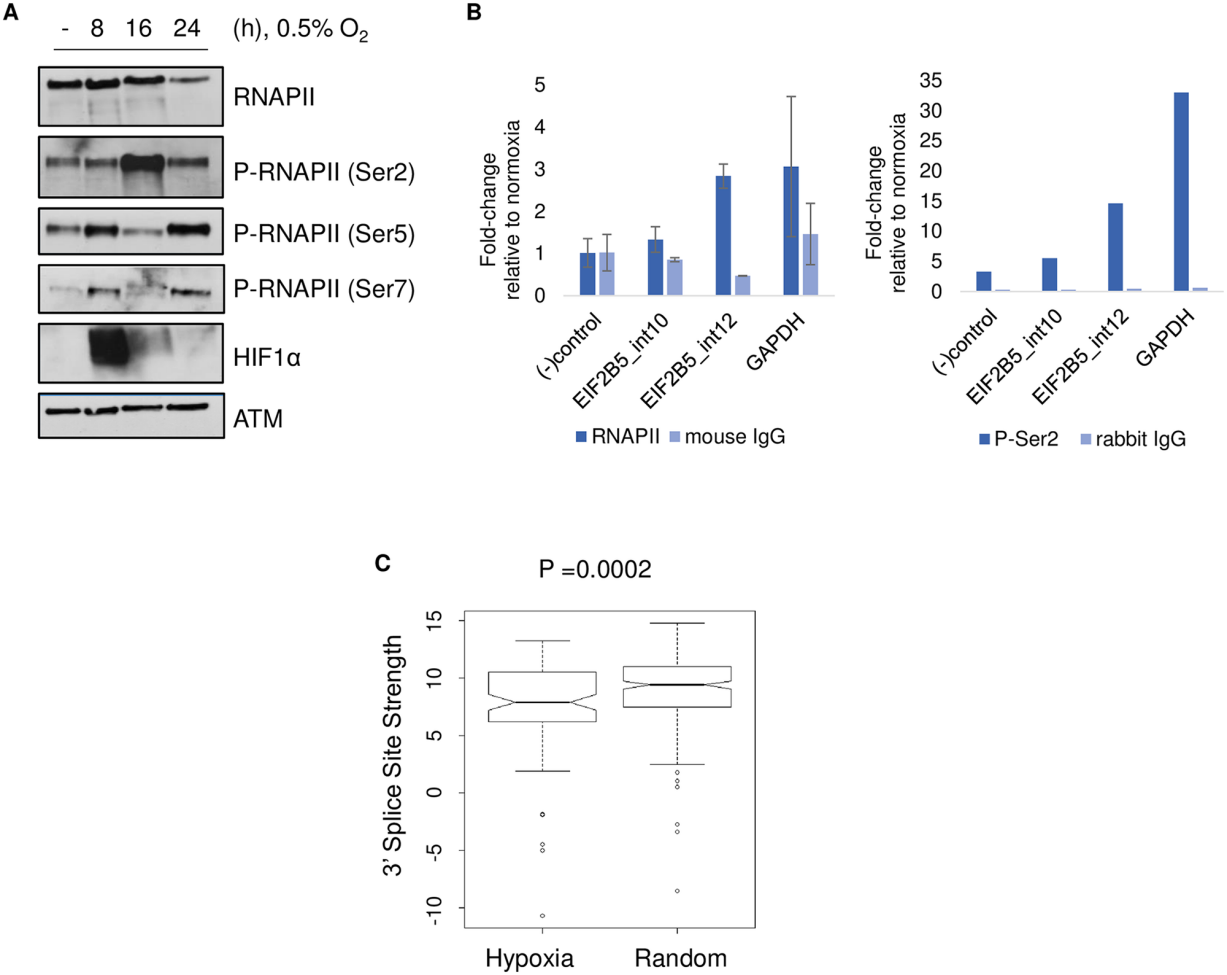
Detection of hypoxia-mediated changes in phosphorylation and binding of RNA polymerase II (RNAPII). (A) Immunoblot of phosphorylated forms of RNAPII in nuclear lysates of SQ20B cells. Expression of ATM (Ataxia Telangiectasia Mutated Serine/Threonine kinase) was used as a loading control. (B) Chromatin immunoprecipitation followed by quantitative PCR (qPCR) to determine abundance of total RNAPII or P-Ser2 RNAPII at EIF2B5 intron 12, an upstream negative control intron 10, a negative control region of GAPDH ((-) control), and a RNAPII-positive control region of GAPDH. For (B), total RNAPII data represent average of *n* = 3 independently conducted experiments (error bars = SEM) and P-Ser2 data are shown as an average of *n* = 2 independently conducted experiments. (C) Analysis of 3′ splice sites carried out using a First Model Markov method to determine maximum entropy scores, reported as 3′ splice site strength [56]. Hypoxia group = 101 unique 3′ splice sites of introns retained under hypoxia; Random group = 252 hg19 3′ splice sites. Additional data used to create this figure are included in S1 Data.

In strong support of these data, cells expressing mutant forms of RNA polymerase with slower elongation rates led to extensive changes in mRNA splicing, including specific retention of *EIF2B5* intron12 [57]. Moreover, 31 of 100 genes we identified to be affected by intron retention in hypoxia were classified as “rate-sensitive” and displayed altered expression in the RNA polymerase elongation mutants [57], suggesting that hypoxia-mediated changes in elongation of RNAPII likely influence splicing of additional loci. Those genes alternatively spliced in conditions of slow elongating RNAPII generally exhibited weaker 3′ splice sites compared to loci insensitive to changes in elongation rate [57], so we next carried out an analysis of splice site strength for genes affected by intron retention under hypoxia. This analysis detected significantly weaker 3′ splice sites for genes with changes in RIs under hypoxia (score = 7.6) compared to a control set of splice sites not affected by hypoxia (score = 8.9) (Fig 6C, *P* = 0.00289). This included intron 12 of *EIF2B5*, where the 3′ splice site strength score was 1.1 points lower compared to the 3′ splice site strength of the control set.

### The 65kDa isoform of eIF2Bε acts in opposition to full-length eIF2Bε to inhibit protein synthesis

Next, we tested whether the expression of 65kDa eIF2Bε has an impact on the biological function of the endogenous, full-length eIF2Bε protein. The truncated protein isoform created from retention of intron 12 is predicted to lack 2 critical domains that occur in the C-terminus (Fig 4A): a GEF domain and a region required for interaction with eIF2α [58]. Thus, we hypothesized that the 65kDa isoform of eIF2Bε would inhibit translation and lead to reduced protein synthesis. To test this, we constructed a plasmid expressing the truncated 65kDa isoform using site-directed mutagenesis to insert a stop codon within 3 nucleotides of where retention of intron 12 results in a PTC (Fig 7A). Expression of this mutated version of eIF2Bε under normoxic conditions resulted in the appearance of a 65kDa protein isoform consistent with the size of the endogenous protein that is induced under hypoxia (Fig 7B).

**Fig 7:**
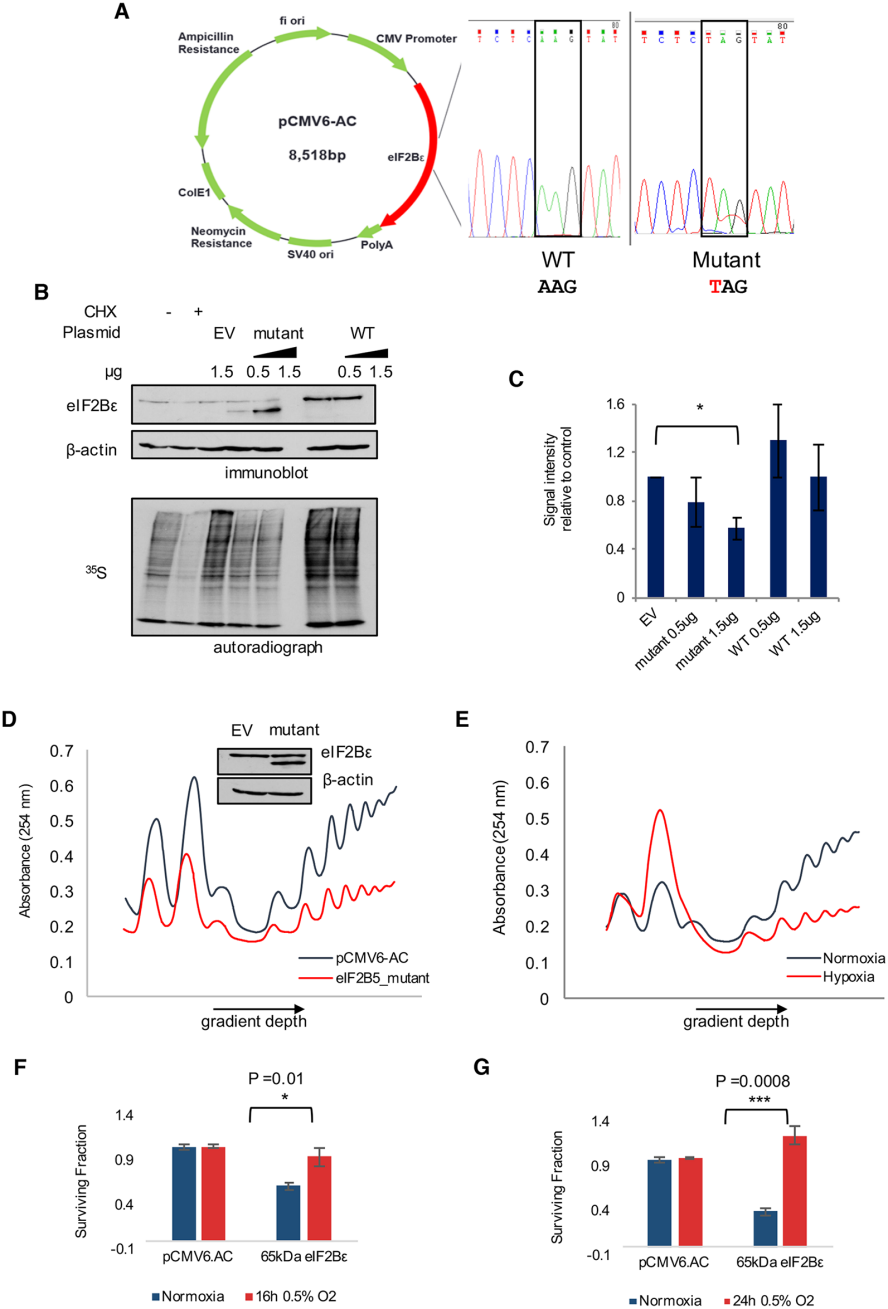
Expression of a 65kDa isoform of eIF2Bε leads to a global decrease in protein synthesis. (A) Site-directed mutagenesis was used to introduce a stop codon into *EIF2B5* (within 1 codon of where intron retention introduces an early stop). (B) Expression of full-length (wild-type [WT]) or mutated eIF2Bε (mutant) was performed for 24 h in SQ20B cells (upper), followed by pulse-labeling with ^35^S methionine/cysteine (lower) to measure changes in protein synthesis compared to expression of an empty vector pCMV6-AC (EV). Cells treated with cyclohexamide (CHX) were used as a control for inhibition of translation initiation. (C) Image quantification of total ^35^S signal from autoradiographs of 4 independently conducted experiments. Data collected from *n* = 4 independently conducted experiments, *P < 0.01 (Student *t* test). (D) Polysome profile depicts SQ20B cells expressing the 65kDa isoform of eIF2Bε for 36 h compared to cells expressing control pCMV6-AC, with supporting immunoblot shown above. (E) Polysome profiling of hypoxic versus normoxic SQ20B cells. (F) Clonogenic assay of SQ20B cells expressing control plasmid (pCMV6.AC) or 65kDa eIF2Bε in normal oxygen or 0.5% O_2_ for 16 h. Analysis of 3 biological replicates quantified to right (*P* value reported for Student *t* test). (G) Clonogenic assay of SQ20B cells expressing control plasmid (pCMV6.AC) or 65kDa eIF2Bε in normal oxygen or 0.5% O_2_ for 24 h. Analysis of 3 biological replicates quantified to right (*P* value reported for Student *t* test). Additional data used to create this figure are included in S1 Data.

To analyze the impact of the truncated isoform on protein synthesis, we used pulse-labeling of ^35^S methionine/cysteine in cells expressing 65kDa eIF2Bε, full-length eIF2Bε, or empty vector. Proteins isolated from the ^35^S methionine/cysteine-labeled cells were resolved on SDS-PAGE, after which the gels were dried and exposed to autoradiograph film to detect signal intensities as a measure of total protein synthesis. There was a pronounced and reproducible decrease (approximately 30%) in total protein synthesis in cells expressing 65kDa eIF2Bε compared to empty vector, while expression of full-length eIF2Bε did not have the same effect (Fig 7B and 7C).

Translation levels were assessed relative to cells expressing empty vector as a control in order to best isolate the effects of the truncated isoform from those of endogenous full-length eIF2Bε. Effects of inducing full-length eIF2Bε were not used as a control because full-length eIF2Bε remains stably expressed under hypoxic conditions and is not induced. In addition, expression of eIF2B has been shown to destabilize ternary complex formation under conditions where eIF2 is phosphorylated [59].

To further verify the effects observed in the ^35^S assay, we carried out polysome profiling as an additional measure of protein synthesis. The data confirmed a decrease in the total polysome profiles of cells expressing 65kDa eIF2Bε compared to control cells (Fig 7D, S8A Fig). Moreover, this decrease in translation was comparable to the decrease in translation observed in hypoxic conditions (Fig 7E). Consistent with these data, we observed an increase in adenosine triphosphate:adenosine monophosphate (ATP:AMP) ratio in cells expressing 65kDa eIF2Bε relative to cells expressing empty vector or the full-length isoform (S8B Fig). Finally, because down-regulation of translation is a known mechanism by which tumor cells overcome hypoxic stress [60], we predicted that expression of 65kDa eIF2Bε and the resulting repression of translation may promote survival of hypoxic cells. To test this, clonogenic assays were performed to measure survival and proliferation. The surviving fraction of cells expressing 65kDa eIF2Bε decreased under normoxic conditions but was significantly higher when cells were grown in 0.5% O_2_ conditions for either 16 h or 24 h (Fig 7F and 7G, S8C and S8D Fig, *P* < 0.01, Student *t* test). Collectively, these data establish a role for the 65kDa isoform of eIF2Bε in reducing protein synthesis in head and neck cancer cells to adapt to conditions of hypoxia (Fig 8). Mechanistically, we provide strong evidence that expression of this isoform is influenced by differential binding of SRSF3 at the locus of *EIF2B5* intron12, a weak splice site coupled with an alternate splice site, and increased binding of total and P-Ser2 RNAPII (Fig 8).

**Fig 8:**
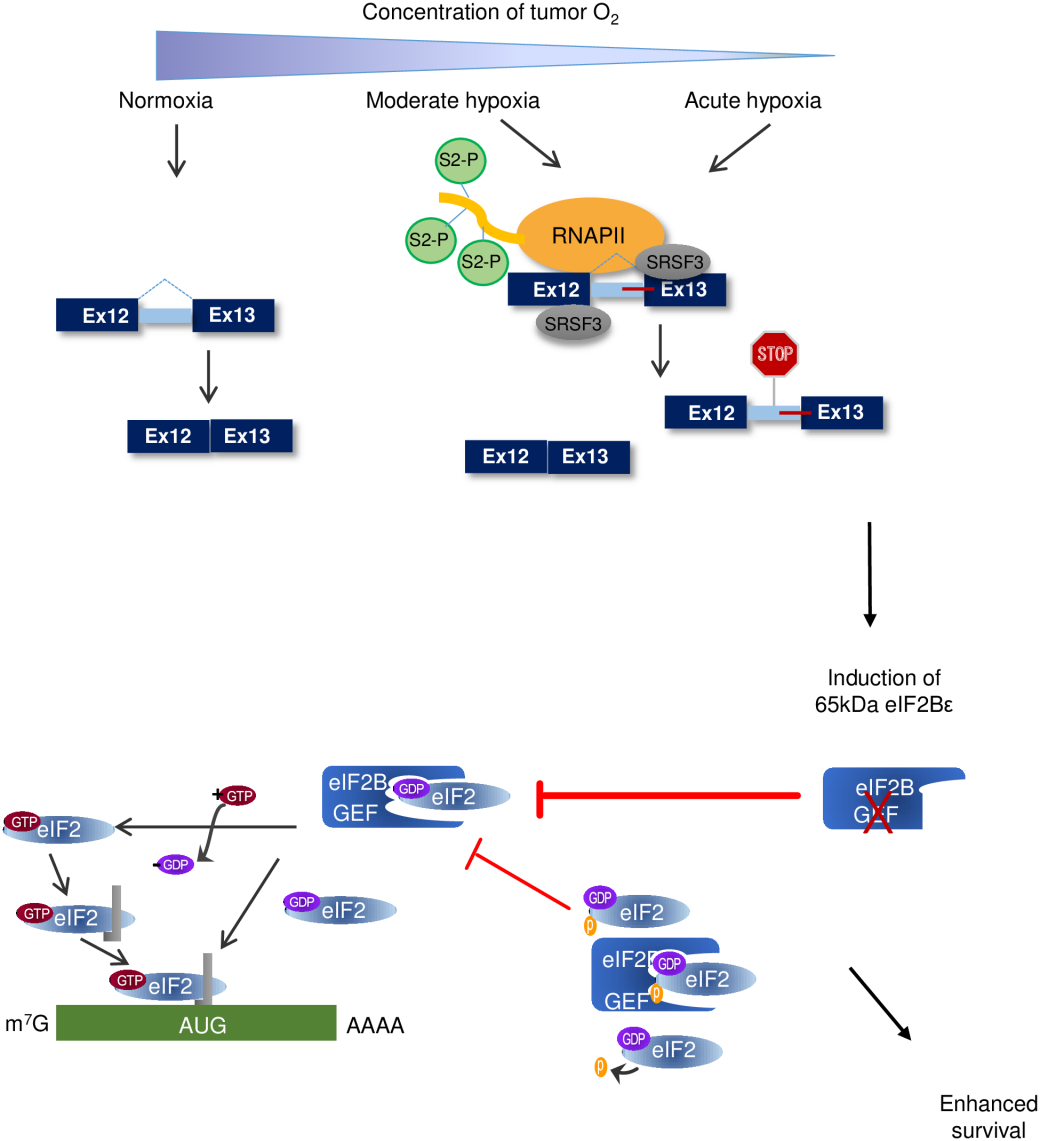
Model of hypoxia-induced intron retention in *EIF2B5* as a mechanism to reduce translation and enhance survival in head and neck cancer cells during periods of prolonged or acute hypoxia. Upper: Under acute or prolonged hypoxia, increased phosphorylation of Ser2-RNAPII accumulates specifically at *EIF2B5* intron 12. Binding of SRSF3 is increased under hypoxia at this locus, which contains a weak splice site and alternate downstream splice site. Altogether, oxygen deprivation leads to an accumulation of intron12-containing *EIF2B5* transcripts, which results in a truncated reading frame due to insertion of a premature termination codon (PTC). Lower: Retention of intron 12 under hypoxia results in a 65kDa isoform of eIF2Bε. This isoform lacks the functional guanine exchange factor (GEF) domain and acts opposite to the full-length isoform to inhibit translation during periods of prolonged hypoxia, which ultimately confers a survival advantage to SQ20B cells under hypoxia.

## Discussion

This study has validated alternative splicing as a major, additional layer of complexity to the gene expression response to hypoxia. Previous work had described hypoxia-mediated changes in splicing, including in several known HIF-target genes [19,61] and further identified splicing as a means to induce expression of noncoding RNAs under hypoxia [20]. Here, we expand upon the current understanding of RNA processing under hypoxia and demonstrate that decreased oxygen in cancer cells leads to extensive changes in splicing, including a striking increase in retention of over 100 introns affecting a significant number of genes with key functional roles in cellular adaptation to hypoxia. As such, a major focus of our study became to investigate the biological significance of hypoxia-induced intron retention in the master regulator of translation initiation, *EIF2B5*.

Specific retention of intron 12 in *EIF2B5* led to a previously undescribed 65kDa isoform of eIF2Bε that decreases overall protein synthesis in head and neck cancer cells. Full-length eIF2Bε is a necessary component of the eIF2B complex, containing both the active GEF domain and a region for association with eIF2α [62]; this complex binds eIF2α and exchanges guanosine diphosphate (GDP) for guanosine triphosphate (GTP) to initiate translation. During hypoxia, eIF2α is phosphorylated, and translation initiation is inhibited and was demonstrated to be critical for cell survival under extreme hypoxia [60]. However, this phosphorylation is not long-lasting and can be removed by GADD34 [29,63]. Moreover, in cells stably expressing an unphosphorylatable form of eIF2α with an S51A mutation, translation initiation resumed under hypoxia, but only to approximately 75% of the level observed in control cells [60]. These data suggested the existence of additional mechanisms to sustain reduced protein synthesis in conditions of low oxygen. Thus, we propose that, during periods of acute or prolonged hypoxia, intron retention in *EIF2B5* leads to expression of a truncated dominant-negative isoform to further inhibit protein synthesis in cancer cells (Fig 8). Expression levels of 65kDa eIF2Bε are consistently up-regulated in hypoxia, with the greatest induction of this isoform observed at stringent (0.2% O_2_) and prolonged (≥ 16 h) hypoxic conditions (Fig 4B). Moreover, SQ20B cells expressing 65kDa eIF2Bε demonstrated an increase in ATP:AMP ratio and increased clonogenicity in conditions of low oxygen (S8 Fig). Altogether, these data establish a biological role for the 65kDa isoform of eIF2Bε in promoting adaptation to hypoxic stress in cancer cells.

The question remains as to whether induction of this isoform is a cause or effect of tumorigenesis; additional animal studies are necessary to evaluate its potential to influence tumor formation and will be a focus of future work. Intriguingly, altered regulation of eIF2B GEF activity and translational control has been observed in transformed cells relative to primary cells [64]. In conditions that activate the unfolded protein response (UPR), transformed cells displayed increased levels of GDP exchange from eIF2 relative to normal human cell lines, despite comparable levels of phospho-eIF2α [64]. These data provide an additional line of evidence that cancer cells in conditions of stress may require mechanisms outside of phospho-eIF2α to control eIF2B GEF activity and overall levels of protein synthesis.

Our findings led to the first reported case of splicing as a previously uncharacterized mode of translational control under conditions of hypoxia. The mechanism behind hypoxia-induced alternative splicing is influenced by several factors, including both *-cis* RNA sequence determinants and oxygen-sensitive *-trans* regulators. We used retention of intron 12 in *EIF2B5* as a starting point to investigate regulation of intron retention in hypoxic cells. Several unique aspects of intron 12 may lead to its retention in *EIF2B5*, such as a weak 3′ splice site and a weakened splicing potential in this region of *EIF2B5* influenced by a relatively short distance to the nearest AG dinucleotide upstream of exon 13, as well as the relatively unstructured RNA immediately downstream of exon 13. Intron length and GC content near the splice site can also influence splice site choice [65,66]. Alternatively, RIs often exhibit lower GC content compared to the immediate upstream and downstream exons [66]. 

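In the GRCh37 reference, the GC content of EIF2B5 was 42.9% in exon 12, 48.8% in intron 12 and 54.0% in exon 13. Intron 12 lay 5.20 percentage points below exon 13 and 5.97 percentage points above exon 12. Among the 15 introns of EIF2B5, 8 had a lower GC content than the exon downstream, and intron 12 had the 6th largest difference of this kind.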

Interestingly, the GC content of *EIF2B5* intron 12 was 6% lower than that of the adjacent downstream exon 13. This was the intron:exon junction where our AVISPA analysis detected a relatively weaker splice site and a possible “GT” alternate splice site downstream in intron 13. The unique properties of this locus may promote specific retention of intron 12 compared to other introns under hypoxia.

The influence of hypoxia-responsive *-trans* regulators on splicing of *EIF2B5* was also substantial. Our data support the theory that hypoxia-mediated changes in expression of splicing factors and regulation of transcription elongation contribute to splice site choice. We observed down-regulation of many genes that regulate splicing and RNA processing, including some that were predicted to bind at the *EIF2B5* intron 12 locus. There is evidence that global down-regulation of splicing factors and RBPs can promote intron retention in a regulated manner during other physiological responses or processes, such as hematopoiesis [67]. This mechanism likely contributes to the RIs in some genes under hypoxia. However, we uncovered that the splicing factor predicted to contain the most binding sites within the *EIF2B5* intron12 locus, SRSF3, was induced at the protein level under hypoxia and exhibited increased binding at the alternatively spliced locus under hypoxia (Fig 5C and 5E). Reducing levels of SRSF3 substantially decreased expression of the 65kDa protein isoform. The full-length eIF2Bε protein was reduced as well, suggesting a major role of SRSF3 in the processing and splicing of *EIF2B5* transcripts. While there was not a significant enrichment for predicted SRSF3 binding sites for the class of 100 genes affected by RIs under hypoxia, we did identify a common feature of relatively weaker 3′ splice sites for this group of genes (Fig 6C). Previous work described that alternatively spliced loci with relatively weaker 3′ splice sites were more sensitive to changes in transcription elongation [57].

Thus, we propose that regulation of *EIF2B5* intron12 and additional introns retained under hypoxia are likely influenced by hypoxia-mediated changes in activity of RNAPII. Under hypoxia, changes in phosphorylation of the CTD of RNAPII influence expression of HIF-1α target genes by affecting the binding of cofactors and the kinetics of transcriptional activation [27]. Our observation that UV radiation was another stress that also led to an induction of 65kDa eIF2Bε strongly supports this hypothesis. UV exposure is known to induce pyrimidine dimers and other blocks to transcription elongation, which alter RNAPII transcription kinetics and subsequently impact regulation of splicing [68,69]. We posit that other stresses that have an impact on transcriptional elongation will likely impact expression of 65kDa eIF2Bε as well.

Furthermore, hypoxia-mediated changes in phosphorylation of RNAPII may explain why we observed an enrichment of splicing changes at the 3′ end of genes (i.e., ALE, TUTR, and RI categories). Several RBPs, including polyadenylation factors and splicing regulators, interact specifically with phospho-Ser2 modifications of the CTD [70]. Intriguingly, increased occupancy of phospho-Ser2 RNAPII is associated with RIs compared with constitutively spliced introns [55]. Our data detected an enrichment of phosphor-Ser2 binding under hypoxia at intron 12 in *EIF2B5*, and future work by our group will determine whether this translates to other hypoxia-induced RIs with weak 3′ splice sites as well.

The physiological relevance of these findings is underscored by the fact that *EIF2B5* intron 12 is overexpressed in tumor versus normal tissues of patients affected by 6 different cancers, including HNSC (Fig 2, S3 Fig). Interestingly, intron retention is relatively increased for nearly all solid tumors compared to normal tissue [23]. An interrogation of the TCGA database uncovered evidence of several hypoxia-induced RIs identified in this study as overexpressed in solid tumors relative to matched normal tissues (Fig 2, S3 Fig), supporting the notion that the hypoxic tumor microenvironment is a contributor to the intron retention observed in solid tumors.

There is a critical need to understand this important form of RNA processing and regulation in a cancer context. Many hypoxia-responsive isoforms, including those with RIs, have the potential to influence key biological pathways in cancer cells. For example, the hypoxia-induced RI in *TGFB1* is predicted to create a different 5′ UTR and alternate transcription start site, which would code for a 416 amino acid peptide instead of the full-length 689 amino acids. This change in the C-terminus would affect part of a FAS1 domain involved in binding integrin to regulate cell adhesion, as well as an EMI (EMILIN protein family) domain that is thought to be a protein–protein interaction domain. Additional work is needed to investigate the functional consequences of additional hypoxia-induced introns, such as those in *TGFB1* and *MARS*, predicted to create alternative protein isoforms. The identification of stress-responsive isoforms with biological functions that may differ from isoforms expressed under normal conditions will enable a deeper understanding of the link between stresses within the tumor microenvironment and regulation of RNA processing and splicing. These data will provide a new layer of information to refine prognostic hypoxia gene expression signatures and to investigate appropriate biological pathways to target hypoxic cancer cells.

## Materials and methods

### Cell lines and culture conditions

SQ20B cells, derived from human head and neck squamous cell cancer, were obtained from American Type Culture Collection (Rockville, MD). The RKO cells were a generous gift from Dr. Cho (University of Chicago). Both cell lines were maintained in Dulbecco’s Modified Eagle Medium (DMEM) media supplemented with 4.5 g/L D-Glucose, 1X L-glutamine, 10% Fetal Bovine Serum, and 1X Penicillin/Streptomycin and cultured in a 37°C humidified 5% CO_2_ atmosphere. For oxygen deprivation experiments, cells were incubated in 37°C humidified 5% CO_2_ conditions with varying concentrations of O_2_ in an INVIVO_2_ 400 chamber (Baker BioScience Solutions).

### RNA purification

RNA was isolated from cells using the Trizol reagent (ThermoFisher) and purified according to the manufacturer’s protocol. All purified RNA was subsequently treated with DNaseI digestion to remove possible DNA contaminants (Qiagen). The quality of RNA used for cDNA library preparation was verified using the RNA nano 6000 analysis chip on a BioAnalyzer 2000 series instrument (Agilent Technologies) to ensure an RNA integrity value greater than or equal to 9.

### cDNA library preparation and high-throughput sequencing

The cDNA libraries for sequencing were prepared from poly(A)+-selected mRNA, according to Illumina’s TruSeq Stranded mRNA sequencing preparation kit. Briefly, 1 μg RNA was purified for mRNA. Then mRNA material was fragmented and denatured, in preparation for first- and second-strand cDNA synthesis steps. Finally, the 3′ ends were adenylated to ligate strand-specific adapter sequences to cDNA material and amplified using PCR. Purity and size of cDNA library products were confirmed using a BioAnalyzer instrument. Library concentrations were determined via RT-qPCR using the Library Quantification Kit (KapaBiosystems). The samples were then prepared and sequenced on an Illumina HiSeq Series instrument, with 1 sample per sequencing lane to achieve > 2 x 10^8^ reads per sample.

### Analysis of RNA-sequencing data

The sequencing data were aligned using a RefSeq hg19 reference with STAR software (version 2.3.0.1), resulting in an average of 1.7 x 10^8^ uniquely aligned reads per sample. The Cufflinks software suite (version 2.1.1) was used for differential expression analysis, with standard parameters and RefSeq hg19 reference annotations. Gene ontology analyses were carried out using DAVID software [31].

The mixture of isoforms software, MISO, version 0.5.1 (February 23, 2014 release) was used for the exoncentric isoform quantification analysis. Each of the 4 hypoxia and normoxia replicates were merged into 1 file for each treatment for MISO analysis. For the exoncentric analysis, the hg19 GFF3 annotation files for each of the splicing event categories (A3SS, A5SS, AFE, ALE, MXE, RI, SE and Tandem UTR) were downloaded from http://genes.mit.edu/burgelab/miso/ as human genome (hg19) alternative events v1.0. Standard analysis parameters were used, with a filter option applied to require a minimum of 20 reads to support an event identification.

To identify regulatory elements that may affect retention of *EIF2B5* intron 12, we used AVISPA [50]. This method, based on computationally derived splicing codes, has been used previously to detect and experimentally verify novel regulators of exon splicing in a variety of experimental conditions [71–73]. Since AVISPA was built for analyzing differential splicing determinants around cassette exons, we extracted hg19 coordinates for Ensembl-defined exons 11–13 and 12–14, then analyzed the genomic regions of these 2 triplet exons using AVISPA. The loci containing triplets of exons 6–8, 7–9, 8–10, and 9–11 were also analyzed to serve as negative controls, as these exons are known to be constitutive and not exhibit intron retention. The splicing-related top motifs and regulatory features were defined by their normalized feature effect (NFE) and their relative enrichment compared to alternative and constitutive exons. Briefly, the NFE value represents the effect on splicing prediction outcome if a motif is removed in silico, normalized by the total effects observed from removing each of the top features in this way.

### Reverse transcription PCR

PCR reactions were carried out with cDNA prepared from RNA treated with DNaseI (Qiagen) to minimize contamination of DNA and in a reverse transcription reaction using oligo-dT primers to enrich for mature mRNA. Reverse transcription was carried out according to manufacturer’s protocol (Taqman RT reagents). PCR reactions were carried out in a PTC-100 Thermocycler (MJ Research, Inc.) for 40 cycles, using annealing temperatures optimal for each primer set. (Primer sequences available in Supporting Material). qPCR reactions were prepared using Power SYBR Green PCR Master Mix (Applied Biosystems) and carried out on a QuantStudio 6 Flex Real-Time PCR Instrument (Thermo Fisher Scientific). Primer sequences made available in S1 Table.

### RNAi and expression plasmid experiments

SQ20B cells were plated 24–48 h before transfection and grown to approximately 60%–70% confluency. RNAi transfections were carried out using a mixture of lipofectamine RNAi Max (ThermoFisher) diluted in OptiMEM media with siRNA to 10–50 nM, which was added to cell culture plates in complete DMEM. Cells were placed in incubator for 24 h, at which point the media was replaced. After an additional 24 h, cells were either harvested or used for subsequent experiments. For expression experiments, plasmids were purchased from Origene. Site-directed mutagenesis was used to alter the original plasmid and introduce a TAG stop codon, and confirmed by Sanger sequencing (see Fig 7A). Expression plasmids were transfected in cells plated to the same confluency as described above using a mixture of lipofectamine 2000 reagent (ThermoFisher) diluted in OptiMEM media with varying concentrations of pCMV expression plasmid added to cells in complete DMEM. The plates of cells were incubated for 4–12 h, at which point the media was washed off and replaced. Cells were harvested or used for downstream experiments 24–48 h post-transfection.

### Immunoblot analyses

Whole cell lysates were collected using a lysis buffer of 2% Triton-X, 1X Complete Mini protease inhibitor cocktail (Roche), and 1X phosphatase inhibitor cocktail 2 (Sigma) in PBS. The nuclear/cytosol fractionation reagents (BioVision) supplemented with 1X phosphatase inhibitor cocktail 2(Sigma) were used to extract cytoplasmic and nuclear extracts from the same sample. Lysates isolated from frozen tumor and normal mouse tissue were lysed in a buffer containing 1% Triton X-100, 50 mM HEPES, ph 7.4, 150 mM NaCl, 1.5 mM MgCl2, 1 mM EGTA, 100 mM NaF, 10 mM Na pyrophosphate, 1 mM Na3VO4, 10% glycerol, protease inhibitors (Roche #04693116001), and phosphatase inhibitors (Roche #04906845001). All protein concentrations were determined using DC protein assay (BioRad). Equal amounts of protein were resolved on 10% or 12% sodium dodecyl sulfate polyacrylamide gels and transferred to polyvinylidene fluoride membranes. Membranes were blocked with 5% nonfat dried milk in TBS-T (20 mM Tris, 137 mM NaCl, 0.1% Tween-20; pH 7.6) and then incubated in a 1:1,000 dilution of primary antibody in 5% milk/TBS-T followed by 1:5,000 dilution of secondary antibody in 5% milk/TBS-T. After washing, membranes were treated with ECL chemicals and exposed to autoradiograph film.

### Liquid chromatography tandem mass spectrometry

The LC-MS/MS was carried out at the Wistar core facility. Complete protocol available online: https://www.wistar.org/our-science/shared-facilities/proteomics-facility/helpful-information.

### ^35^S labeling for measurement of protein synthesis/image quantification

Following transfection experiment, SQ20B cells were incubated with methionine-/cysteine-free media for 30 m. For labeling, 1 set of experimental cell plates were incubated for 30 m with media supplemented with 0.075 mCi/ml [^35^S]-methionine/cysteine, while a second set of plates were incubated with “cold” media supplemented with nonradioactive 1X methionine/cysteine. Protein was harvested from the “cold” samples, and a protein assay was performed to obtain concentrations. These proteins were analyzed using standard immunoblot assay conditions. Proteins collected from the [^35^S]-methionine/cysteine labeled cells were resolved on SDS-PAGE. The resulting gel was then fixed using a solution of 20% methanol and 10% acetic acid for 30 m, washed with deionized water, and then incubated on a rocker at room temperature with enlightening solution (PerkinElmer) for 15–30 m. The gel was then dried for 16 h using a Bio-Rad gel-drying apparatus and then exposed to autoradiography film at -80°C for 2 h before processing.

### Polysome profiling and HPLC ATP:AMP measurements

Polysome profiling was carried out per previously described conditions [74]. The HPLC ATP:AMP protocol was performed using previously established conditions determined by our group [75].

### Chromatin immunoprecipitation

For ChIP experiments, SQ20B cells were plated 24 h before placing into hypoxia chamber or standard incubator. Six 10-cm plates at 70% confluency were grown in normoxic or hypoxic (0.5% O_2_) conditions for 16 h, at which time cells were crosslinked for 10 m at room temperature using 1% formaldehyde in minimum essential medium. Crosslinking was stopped and cells were washed and lysed according to manufacturer’s protocol (Active Motif ChIP kit #53035). Shearing conditions were carried out for six 20-s pulses at 25% power, with 30 s rest in between pulses on ice. Immunoprecipitations were carried out according to protocol, with 40 ug chromatin and 3 ug antibody for RNAPII (Active Motif #39097, mouse IgG #53010) and 60 ug chromatin with 3 ug (rabbit IgG Santa Cruz #sc-2027X) or 30 ug P-Ser2 RNAPII (Abcam #5095). For the resulting qPCR reactions, primers specific to *EIF2B5* intron 10 and intron 12 were used (S1 Table), and control primers were purchased from Active Motif (GAPDH-2 for RNAPII control #71006, GAPDH-1 for P-Ser2 RNAPII control #71004, and Negative-1 for a 78-bp intergenic region of chromosome 12 as a negative control #71001).

### RNA immunoprecipitation

SQ20B cells were grown in 2 x150-cm tissue culture plates for each condition (normoxia and a 0.5% hypoxia time point). Antibody against SRSF3 (SRp20) was purchased from MBL, Inc. (#RN080PW). Rabbit IgG was provided by the RIP kit for use as a control (RIP Assay kit, MBL, Inc. # RN1001). Protein A Sepharose CL-4B (GE Healthcare) were prepared fresh for the beginning of the experiment in a slurry of 75% beads in 25% 50 mM Tris pH 7.5. Beads were prewashed in PBS before adding 15 μg of antibody and then incubated at 4 degrees Celsius with rotation for 4 h. At this time, beads were prewashed before lysing cells and adding the lysates to the Protein A beads to preclear for 1 h at 4 degrees with rotation. Input samples were collected at this time before adding the precleared lysate to the antibody-bound beads. Samples were incubated for 3 h at 4 degrees with rotation. After wash steps, samples were aliquoted for quality control analysis of the protein. RNA was isolated according to the manufacturer’s protocol and analyzed using the Nanodrop1000 UV spectrometer. Equal amounts of RNA were then processed into cDNA and used for subsequent qPCR analysis. Input RNA was used as a standard to calculate the quantity for each primer. Expression data are reported as the relative enrichment of SRSF3 immunoprecipitation over the control Rabbit IgG immunoprecipitation.

### Statistical analyses

All statistical analyses and drawings were done in R (version 3.2.5) (http://www.r-project.org/), and the statistical significance was defined as a *P* value <0.05.

For gene expression levels of the regions of interest, we downloaded RPKM data from TANRIC (http://ibl.mdanderson.org/tanric/_design/basic/index.html) [76]. The expression data is log2 transformed.

We restricted ourselves to the 8 types of cancers with available data for at least 30 normal samples. These are breast invasive carcinoma (BRCA), HNSC, KIRC, kidney renal papillary cell carcinoma (KIRP), liver hepatocellular carcinoma (LIHC), lung adenocarcinoma (LUAD), prostate adenocarcinoma (PRAD), and thyroid carcinoma (THCA). We downloaded patient clinical information for the patients of these cohorts from cbioPortal (http://www.cbioportal.org/).

To be able to determine the expression difference for the regions of interest between normal and tumor tissue, respectively, among normal and tumor tissue separated according to the cancer stage, we first employed a Shapiro-Wilk test to verify if the data follows a normal distribution. Accordingly, *t* test, respectively ANOVA test (depending on the number of groups considered), or the nonparametric test Mann-Whitney-Wilcoxon, respectively Kruskal-Wallis test, was applied to assess the relationship between mRNA expression and tissue type.

A box-and-whisker plot (Box plot represents first [lower bound] and third [upper bound] quartiles, whiskers represent 1.5 times the interquartile range) was used to visualize the data.

## Supporting information

S1 Fig RT-qPCR validation of hypoxia-induced changes in gene and isoform expression detected by RNAseq. For each set of graphs, RNAseq data shown to the left and corresponding RT-qPCR shown at right (average of 3, independent experiments +/- S.E.M.) for SQ20B cells in normoxia or 0.5% O_2_ for 16 h. (A) Expression of select HIF-1α target genes. (B) Induced isoforms, with isoform 1, 2, or 3 designated with number following gene symbol. (C) Repressed isoforms, with isoform 1, 2, or 3 labeled. Data available in Supporting Information S1 Data file. Note: In the RNA-Seq graph for panel (C), NEK6_2 and FAM86C_3 isoforms are represented with approximate Fold-change values of “-5” for visualization but were undetected (FPKM = 0) in hypoxia samples by RNA-Seq.
(TIF) Click here for additional data file.

S2 Fig PCR validation of hypoxia-induced retained introns in SQ20B cells identified by RNAseq. Quantification of 3 independently conducted PCR experiments shown PCR for hypoxia-induced retained introns in 4 genes, including A: *ANKZF1*, B: *EIF2B5*, C: *MARS* and D: *TGFB1*. (ImageJ software used for quantification). *P*-values reported for statistically significant differences as determined by Student *t* test. Data used to generate this figure available in Supporting Information S1 Data file.
(TIF) Click here for additional data file.

S3 Fig Expression analysis of intron expression in tumors versus matched normal tissues for several solid cancer datasets from The Cancer Genome Atlas (TCGA). (A-E) Each panel represents a different cancer dataset. Abbreviations: HNSC: head and neck squamous cell carcinoma, LIHC: liver hepatocellular carcinoma, LUAD: lung adenocarcinoma, KIRC: kidney renal clear cell carcinoma, KIRP: kidney renal papillary cell carcinoma, PRAD: prostate adenocarcinoma. Data used to generate this figure available in Supporting Information S1 Data file.
(TIF) Click here for additional data file.

S4 Fig Additional *EIF2B5* splice junction analysis. Splice graph of 3′ end of *EIF2B5* displaying splice junction reads for all normoxia and hypoxia samples, with arrow signifying intron 12 (created using MAJIQ/VOILA). RNAseq expression data are reported as mean, normalized read counts at each junction for all 4 normoxia and 4 hypoxia biological replicates. Normalized read count displayed over each junction to highlight decrease in reads at junctions following intron 12 as opposed to before intron 12.
(TIF) Click here for additional data file.

S5 Fig Additional validation of a stress-induced 65kDa protein isoform of eIF2Bε. (A) Additional hypoxia time-course of SQ20B cells treated with siRNA against *EIF2B5* (see Fig 3C for siRNA experiment in 0.2% O_2_ conditions). Abbreviation: NT, non-targeting siRNA. (B) Immunoblot of lysates from SQ20B cells treated with thapsigargin to induce endoplasmic reticulum stress. Control cells were treated with DMSO. (C) Cells expressing control empty vector (EV) pCVM6.AC plasmid or plasmid expressing wild-type (WT) full-length eIF2Bε with a C-terminal Flag-tag sequence were subject to UV exposure and then collected 4 h later to test for evidence of cleavage or degradation products. Only product sizes consistent with tagged expression of full-length eIF2Bε were evident on the immunoblot incubated with α–Flag antibody. Expect to see appearance of 18.2 kDa band here if cleaved, but it appears at expected ~85kDa (size of full-length eIF2Bε plus the Flag-tag) as evidence that there is no cleavage of the protein under UV stress. (D) Analysis of siRNA knock-down efficiency of UPF1 and resulting impact of eIF2Bε protein expression in normoxic SQ20B cells.
(TIF) Click here for additional data file.

S6 Fig Predicted binding and functional impact of select factors on regulation of splicing of *EIF2B5*. (A) Binding map within *EIF2B5* locus which contains intron 12 (highlighted in blue) with splicing factors identified as hypoxia-responsive shown. Map generated using custom UCSC Genome Browser track produced from RBPmap. (B) Immunoblot of SQ20B nuclear lysates to show expression of CELF5 under hypoxia. (C)Additional immunoblot of siRNA experiment shown in Fig 4D, but in normoxic conditions. (D)Knock-down efficiency of CELF5 siRNA shown by immunoblot.
(TIF) Click here for additional data file.

S7 Fig Hypoxia-induced phosphorylation of RNA polymerase II. (A) Immunoblot of nuclear lysates collected from hypoxia time-course of SQ20B cells. (B) Immunoblot of nuclear lysates collected from hypoxia time-course of SQ20B cells. (C) Quantification of 3 independently conducted experiments (including replicate from Fig 6) carried out using ImageJ software. *P*-value reported for statistically significant difference as determined by Student *t* test. Data used to generate this figure available in S1 Data.
(TIF) Click here for additional data file.

S8 Fig Additional polyribosome profile analyses in SQ20B cells after 48 h expression of eIF2Bε 65kDa isoform. (A) SQ20B Cells expressing the 65kDa isoform of eIF2Bε for 48 h display an overall reduction in the polyribosome profile compared to cells expressing empty vector (EV). (B) HPLC analysis of ATP:AMP levels in SQ20B cells expressing pCMV6 control plasmid, or plasmid expressing full-length or 65kDa eIF2Bε. Data are shown as average of 2 biological replicates. (C) Clonogenic assay of SQ20B cells expressing control plasmid or plasmid containing 65kDa eIF2Bε in cells grown in normoxic or 16 h hypoxic conditions. Surviving fraction for 3 biological replicates reported in Fig 7. (D) Clonogenic assay of SQ20B cells expressing control plasmid or plasmid containing 65kDa eIF2Bε in cells grown in normoxic or 24 h hypoxic conditions. Survival fraction for 3 biological replicates reported in Fig 7.
(TIF) Click here for additional data file.

S1 Data Additional data used in the generation of the figures in the manuscript and Supporting Information. Includes raw data for Figs 1, 2, 3, 5, 6, and 7 and S1, S2, S3, S7, and S8 Figs.
(XLSX) Click here for additional data file.

S1 Table List of primer sequences and additional information for reagents used in the experiments included in this manuscript. (DOCX) Click here for additional data file.

## Abbreviations

ALE: alternate last exon
AMP: Adenosine monophosphate
ATP: Adenosine triphosphate
CELF: CUGBP Elav-Like Family
CTD: C-terminal domain
EMI: EMILIN protein family
ER: endoplasmic reticulum
FDR: false discovery rate
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
GDP: guanosine diphosphate
GEF: guanine exchange factor
GTP: guanosine triphosphate
HIF: Hypoxia-Inducible transcription Factor
HNSC: head and neck squamous cell carcinoma
HRE: hypoxia-responsive element
KIRC: kidney renal clear cell carcinoma
LC-MS/MS: liquid chromatography tandem mass spectrometry
NMD: nonsense-mediated decay
PTC: premature termination codon
qPCR: quantitative PCR
RBP: RNA binding protein
RI: retained intron
RNAPII: RNA polymerase II
siRNA: small interfering RNA
TCGA: The Cancer Genome Atlas
TUTR: tandem 3′ UTRs
UPR: unfolded protein response
UV: ultraviolet

# Supplementary material for: Transcriptome analysis of hypoxic cancer cells uncovers intron retention in EIF2B5 as a mechanism to inhibit translation
**Source:** PLoS Biol. 2017 Sep 29;15(9):e2002623. doi: 10.1371/journal.pbio.2002623
**Supplement:** S1 Table

Table S1: Reagents used in this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

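RNA-seq of SQ20B cells in 2 conditions, with 4 replicates each in normoxia and in hypoxia (0.5% O_2_ for 16 h), was analysed from the authors' deposited table of transcript-level results. Sample conditions were taken from the sample labels and the paper. The treatment text of the labels is repeated for the normoxia replicates, which were mapped by their source label and title.

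The authors prepared poly(A)-selected stranded libraries, aligned the reads with STAR to RefSeq hg19, and ran Cuffdiff of the Cufflinks suite with RefSeq annotation and standard parameters. The FPKM values in the deposited table are the authors' values, 1 per condition over its replicates, which scale fragments by transcript length and by library size. The log2 fold changes in the deposited table are the authors', computed without a pseudocount, and 0.861% of them departed from the log2 ratio of the 2 FPKM values listed beside them. The p-values and q-values are those of the authors' Cuffdiff test. The test statistic, a score without a fixed range, is also the authors'. The standard error implied by it is the size of the log2 fold change divided by the statistic, with a median of 0.361 among transcripts with a q-value below 0.05. For EIF2B5 it was 0.31 beside a log2 fold change of -0.61 and a Cuffdiff p-value of 0.0001. For NM_001258432 of NDRG1 it was 1.20 beside 6.04 and 0.0042, a larger ratio with a larger p-value. The deposited p-values therefore do not follow from it, and it is only a rough guide to the spread. The table held 24812 entries with 24797 distinct transcript identifiers, and 15 identifiers occurred more than once. In 67 entries the FPKM was 0 in one condition.

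The planned test, limma on log2 FPKM of the 8 libraries, needs values of single replicates and was not run, since each condition was analysed here as 1 value. The planned contingency was followed: the authors' q-values were used as deposited with a threshold of 0.05, and changes are described without a test or error of their own. The paper gives the average depth after alignment as 170000000 uniquely aligned reads per sample. Depths of single samples and counts per transcript were not analysed here, so no interval or detection floor is given. Changes were computed as log2(FPKM + 0.1) in hypoxia minus that in normoxia, and transcripts or genes with a mean FPKM below 0.5 were left out unless stated. The pseudocount understates the changes of transcripts with low FPKM. FPKM values of all transcripts of a gene were summed for gene-level changes, which gave 14529 named genes, 12107 of them with a mean FPKM of at least 0.5. Gene names came from the RefSeq annotation of assembly GRCh38.p14, from which no coordinates were used. Coordinates are those of the deposited table (hg19), or of sequence matches and annotation in GRCh37, counted from 1.

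Lists of genes were described by the percentile of their median log2 change among 10000 random lists matched on mean FPKM in 20 bins. A median below percentile 2.5 or above 97.5 was treated as standing apart, as a description of these libraries and not as a test. This took the place of a planned gene set test, which needs replicates, and was chosen after the data were seen. Single genes were compared with the 500 genes nearest in mean FPKM. The procedure was tested on simulated data with 12107 genes: 93.8% of 80 random lists fell within the central range, and all 40 lists of raised genes and all 40 lists of lowered genes fell outside it on the right side. The simulated genes varied independently, and their shifts were much larger than those of the splicing (-0.11) and EIF lists (-0.18) from matched lists. The simulation therefore does not show how the procedure treats co-regulated genes or shifts this small.

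The genes named are those the paper names as changed in this experiment, the Fig 1A genes as a group, the genes with the retained introns assayed by PCR, and the 5 largest inductions and 5 largest repressions among transcripts past the threshold. The rule for the largest changes also asked that the replicates of the conditions not overlap, which could not be applied. Alternatives to the pseudocount, the FPKM limit, the scaling, the q-value threshold and the fold change were tried. Splicing analysis with MISO, ontology analysis with DAVID, PCR, immunoblots, ChIP and tumour data were not analysed here. The values of 1 of the genes that the paper names are left out.

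Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0, and sequences were matched to the mitochondrial genome with BLAST 2.17.0.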

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

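For the transcripts below 0.5 FPKM, the test of the split between directions was chosen only after the result was seen; the other tests of this part were written down before their results.

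The paper states a limit of 0.5 FPKM for its changed transcripts and does not report on those below it as a group. The authors' deposited table holds 256 transcripts with a q-value below 0.05 and less than 0.5 FPKM in both conditions, which is 8.22% of all transcripts with that q-value. Of these, 227 were induced and 29 repressed, and 53 were noncoding. Their median FPKM was 0.0894 in normoxia and 0.259 in hypoxia. If these were chance calls, they would split between directions like the 5635 other transcripts of this abundance, of which 51.9% rose. Of the calls, 88.7% were inductions. That split was already known when the comparison was chosen, so it describes the calls and cannot count as a test of chance calls. Reads from an overlapping, abundant induced transcript of another gene are a second technical explanation, but 0% of the 227 inductions overlapped such a transcript at a mean of at least 5 FPKM, against 0.816% of the transcripts that were not called. Read counts and single replicates, which would show how many reads carry each call, were not analysed here, and the same lean to induction was seen among calls up to 5 FPKM. A rise of rare transcripts in hypoxia therefore remains a hypothesis, and explanations that need read counts remain untested.

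The largest repressions among transcripts with a mean FPKM of at least 0.5 lie in loci the paper does not discuss. Of the 5 largest, 4 are loci that match the mitochondrial genome over their whole length: MTRNR2L1 on chromosome 17, MTRNR2L10 on chromosome X, NM_001190702 on chromosome 11 (10529434 to 10530723) and NM_001190706 on chromosome 6 (62284008 to 62284534). Their median log2 change was -3.19, and their summed FPKM fell from 157 to 17.1. Reads of mitochondrial transcripts may have been assigned to these nuclear copies, in which case the fall would be one of mitochondrial RNA. The prediction for this was a match at 90% identity or more. It held for 2 of the 4 loci, and the lowest identity was 81.5%, so the pattern cannot be told apart from shared reads. Mitochondrial genes themselves are not among the transcripts analysed here, and no biological explanation was tested.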

How the results depend on the processing

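Scaling to equal FPKM sums, the recomputed q-values, the q-value limit of 0.10 and the matched lists of genes were chosen after the data were seen, as was leaving out the pseudocount; the other alternatives were set before the data were examined.

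Over 73 results, 407 recomputed values were obtained, of which 397 kept their direction and stayed within the limits set by the implied standard errors, the percentile range or a ratio of 1.5 for counts. These include values that a scaling could hardly have moved. The deposited p-values do not follow from the implied standard errors, so staying within that limit is a description and no test of stability. Of the 407 values, 75 belong to 14 genes or transcripts whose implied standard error is larger than their change. All 5 values that reversed direction are among the 75, and the rest of the 75 are among the 397. For the 75 values the limit is too wide to show stability. Among these, NDRG1 NM_001135242 went from 2.70 to 0.76 with a pseudocount of 1, and without a pseudocount NEK6 NM_001166170 went from -2.92 to -10.68 and FAM86C1 NM_018172 from -1.14 to -14.82. With 1 as the pseudocount, the log2 change of CA9 was 3.74 in place of 4.77, and that of FAM13A NM_001265578 fell most among single transcripts, to 2.28. Quantile normalization turned the falls of SF3B1 and SF3B3 into rises of 0.19 and 0.067, brought SF3B6 from -0.31 to -0.027, and moved TGFBI from 0.53 to 0.84. Scaling to equal FPKM sums, which shifts changes by 0.23 where the FPKM is well above the pseudocount and by less near 0 FPKM, gave 0.11 for SF3A1, 0.15 for SF3B1 and 0.15 for SF3B3. With a q-value limit of 0.10, 19 of the additional genes named by the paper had a changed transcript in place of 6. The cause of these moves was not tested.

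The number of changed transcripts lay between 2104 (at least 1.5-fold) and 3417 (q-value below 0.10) around the 2767 obtained with a mean FPKM of at least 0.5, and was 2918 with the q-values recomputed over those transcripts. Median centring, quantile normalization and equal sums left the split at 1221 induced and 1546 repressed, but the q-values were not recomputed under them and the shifts are small beside most called changes, so this shows no stability of the calls. The gene families and the Fig 1A genes kept their side of the central range of matched lists under the alternative filters, pseudocounts and quantile normalization. Median centring and equal sums move a list and its matched lists alike and are no test of this. No alternative was run for the genes with changed splicing events.

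No paired analysis was possible because the table holds 1 value per condition, and its columns carry no replicate numbers. For the same reason the planned limma fits with and without an intensity trend, the replicate block, the block with median centring, the fits that each leave out one replicate, camera with an inter-gene correlation of 0.01 or 0.05 and permutation tests were not run, nor were the count tests planned for raw counts. The paper gives an average of 170000000 uniquely aligned reads per sample. If each counts as a fragment and these reads set the library size, 0.5 FPKM is about 85 reads per kilobase of transcript and sample. On the same terms, 0.0998 FPKM is about 17.0. These averages are not counts of any transcript, and how reads were shared between transcripts of a gene cannot be read from them.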

Differences from the paper's values

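For 4 isoforms of S1 Fig the fold change computed with a pseudocount of 0.1 differed from the paper's RNA-seq value in S1 Data. For NM_001135242 of NDRG1 it was 6.51-fold against the paper's 25.6-fold. For NM_001166170 of NEK6 it was -7.56 against the paper's -1635.63, where a negative sign marks a decrease. For NM_001099653 of FAM86C1 it was -1.998 against the paper's -3.27, and for NM_018172 of FAM86C1 it was -2.20 against the paper's -28918.6. Of the alternatives set before the data were examined, a pseudocount of 0.01 brought NM_001135242 and NM_001099653 to within 1.5 times of the paper's values but not NM_001166170 (-64.3) or NM_018172 (-13.0), and a pseudocount of 1 closed none of these gaps. Leaving out the pseudocount, chosen after seeing the values, gave the paper's value for all 4, which follows from how the isoforms were paired with transcripts, by equal ratios of FPKM.

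The paper applies its FPKM limit to the count of changed transcripts that was obtained here only without an FPKM limit (3114); with the limit the count was 2767. Its genes with changed transcripts number 1473 induced and 1563 repressed in the paper; the closest counts here, without the FPKM limit, were 1447 and 1547.

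The paper names SF1 and HNRNPC as repressed, and no transcript of either had a q-value below 0.05 in the authors' deposited table (lowest 0.114 and 0.162); with a q-value limit of 0.10, chosen after seeing the values, neither was reached. It names SF3 genes and EIF2B family members as repressed; only SF3A3 of the former and EIF2B3 and EIF2B5 of the latter had such a transcript. With the q-value limit of 0.10, SF3B5 (0.0615) and EIF2B1 (0.0687) did as well. Of the FPKM values that S1 Data gives for Fig 1A, 84 of 90 lay within 1% of the sums over a gene's listed transcripts, so the figure appears to show gene-level values, and q-values at that level were not analysed here. At the level of transcripts, 9 of its genes had no such transcript, and PABPC4, SF3B5 and SNRNP200 among them had one with the q-value limit of 0.10.

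The paper gives a change of more than 2-fold for the mRNA of SRSF3 and CELF5. SRSF3 was 1.63-fold lower as a gene and 1.80-fold lower for its coding transcript. CELF5 changed 1.53-fold with the pseudocount of 0.1. With a pseudocount of 0.01, set before the data were examined, its log2 change was 1.22, which is more than 2-fold. Without a pseudocount, a setting chosen after seeing the values, it changed 2.59-fold, and the authors' deposited log2 fold change is 1.37. For CELF5 the gap thus comes from the pseudocount of 0.1. The paper lists 19 genes as hypoxia-responsive at the transcript level. Of these, 6 had a transcript with a q-value below 0.05 in the authors' deposited table. All 19 did at 0.10, a limit chosen after seeing the values. The paper describes transcripts of NEK6 and FAM86C1 as selectively repressed and shows RT-qPCR beside the RNA-seq values. The RT-qPCR was not analysed here. In the authors' deposited table, the NEK6 transcript that fell had a q-value of 0.591, and all 3 FAM86C1 transcripts fell. The legend of S1 Fig gives 0 FPKM in hypoxia for an isoform each of NEK6 and FAM86C1, which were listed at 0.000403 and 4.15e-06. The paper describes the total expression of EIF2B5 as decreased 2-fold, and it was 1.53-fold lower here.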

Other observations

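The tests of an additive background, of the noncoding SR variants, of the EIF2B5 event, of the TGFB1 primers and of the event coordinates were chosen only after the result was seen; the tests of gene families, GC content, length and the gene lists of splicing events were written down before theirs.

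The direction of change depended on abundance. Of the transcripts with a q-value below 0.05 in the authors' deposited table, 90% were induced up to a mean of 0.2 FPKM, 65.1% between 1 and 5 FPKM, 27.2% between 20 and 100 FPKM and 13.7% above 100 FPKM. The median log2 change of all transcripts went from 0.06 in the lowest of these ranges to -0.29 in the highest, a difference of -0.35. A small amount added to every hypoxia value, such as background reads, would have no weight among abundant transcripts, but the median fell further, by -0.20, from the range of 5 to 20 FPKM to that above 100 FPKM. The summed FPKM of 171 ribosomal protein transcripts went from 98824 to 80113. When these and the listed gene families, 852 transcripts in all, were left out, the difference was -0.33. The rank correlation of log2 change with mean FPKM across genes was -0.278. With the genes divided into 3 groups of equal size, it was -0.228 or further from 0 in each group by GC content and -0.254 or further in each group by length, with 98.3% of genes having a sequence. Genes are not independent replicates, and no p-value is given. Scaling by 1 factor per column leaves the FPKM ratios between transcripts of a condition as they are, while quantile normalization removes it by construction. Library complexity and RNA quality could not be examined from FPKM values. A broad fall of abundant transcripts in hypoxia is a hypothesis that these tests leave open.

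Noncoding variants of SR genes moved apart from the coding ones. For 6 SR genes with both kinds listed (SRSF1, SRSF2, SRSF3, SRSF6, SRSF8 and SRSF10), the log2 change of the noncoding variant minus that of the coding transcripts had a median of 0.80, with 4 genes above 0, against 0.03 for all 518 genes with both kinds. In SRSF1 the coding transcripts had a log2 change of -1.02 and the noncoding one 1.52, with a q-value of 0.451 for the latter in the authors' deposited table. A general drift of rare transcripts would place this median among those of genes matched on the noncoding variant's FPKM; it lay at percentile 99.87. The noncoding variants as a group had a median log2 change of -0.018 and the coding transcripts -0.72, which as medians is in line with a fall of the coding transcripts alone. The single genes were mixed: the noncoding variant rose in SRSF1 and by 0.21 in SRSF3, was nearly level in SRSF6 and SRSF10, and fell at least as much as the coding transcripts in SRSF2 (-0.87 against -0.50) and SRSF8 (-0.64 against -0.58). With 6 genes, no common pattern can be drawn from this. Cufflinks' division of reads between variants of a gene was not tested.

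Genes in S1 Data with changed splicing were compared in total expression with genes matched on mean FPKM. The 88 expressed genes with changed retained introns had a median log2 change of -0.10, at percentile 77.96 of matched lists, so they did not fall more than matched genes. The 61 expressed genes with changed tandem 3′ UTRs had a median of -0.02, at percentile 79.72. The 149 expressed genes with changed alternative last exons had a median of 0.10 against -0.03 for matched lists, at percentile 99.56. These genes may thus be shifted to induction, though a gene with more reads in hypoxia may also be easier to detect as changed, which was not tested.

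The other genes with retained introns assayed by PCR changed in different directions. ANKZF1 rose from 8.34 to 29.7 FPKM (log2 change 1.82), MARS1 fell from 54.6 to 40.3 FPKM (-0.44, lowest q-value 0.0860 in the authors' deposited table), and TGFB1 was listed at 0.457 and 0.336 FPKM. TGFBI rose from 175 to 252 FPKM (0.53). The forward primer labelled TGFB1 in S1 Table matched over its 24 bases inside TGFBI on chromosome 5 (135382031 to 135382054, GRCh37) and nowhere inside TGFB1. This is consistent with the primers being for TGFBI; the reverse primer had no contiguous match.

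The retained-intron event of EIF2B5 in S1 Data has flanking exons of 91 and 126 bp, the lengths of exons 12 and 14, and 956 bases between them. The sum of intron 12, exon 13 and intron 13 is also 956 bases. This is consistent with an event that spans both introns, and it does not show which part was covered by reads.

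Of 108 retained-intron events of S1 Data whose gene was listed in the authors' deposited table, 107 lay on the same chromosome as the gene but 5 (4.63%) lay inside its hg19 locus. The methods name hg19 annotation for the splicing events. The event coordinates are consistent with another genome build, which was not identified here. The numbering of isoforms in S1 Fig also differs from that of the primers in S1 Table, and isoforms were matched here by equal ratios of FPKM.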
